# Ultradian rhythms of AKT phosphorylation and gene expression emerge in the absence of the circadian clock components *Per1* and *Per2*

**DOI:** 10.1371/journal.pbio.3001492

**Published:** 2021-12-30

**Authors:** Rona Aviram, Vaishnavi Dandavate, Gal Manella, Marina Golik, Gad Asher

## Abstract

Rhythmicity of biological processes can be elicited either in response to environmental cycles or driven by endogenous oscillators. In mammals, the circadian clock drives about 24-hour rhythms of multitude metabolic and physiological processes in anticipation to environmental daily oscillations. Also at the intersection of environment and metabolism is the protein kinase—AKT. It conveys extracellular signals, primarily feeding-related signals, to regulate various key cellular functions. Previous studies in mice identified rhythmicity in AKT activation (pAKT) with elevated levels in the fed state. However, it is still unknown whether rhythmic AKT activation can be driven through intrinsic mechanisms. Here, we inspected temporal changes in pAKT levels both in cultured cells and animal models. In cultured cells, pAKT levels showed circadian oscillations similar to those observed in livers of wild-type mice under free-running conditions. Unexpectedly, in livers of *Per1*,*2*^*−/−*^ but not of *Bmal1*^*−/−*^ mice we detected ultradian (about 16 hours) oscillations of pAKT levels. Importantly, the liver transcriptome of *Per1*,*2*^*−/−*^ mice also showed ultradian rhythms, corresponding to pAKT rhythmicity and consisting of AKT-related genes and regulators. Overall, our findings reveal ultradian rhythms in liver gene expression and AKT phosphorylation that emerge in the absence of environmental rhythms and *Per1*,*2*^*−/−*^ genes.

## Abstract 2

This study reveals ultradian (16-hour) rhythms in the activation of the protein kinase AKT in the livers of mice, accompanied by corresponding downstream changes in gene expression. Intriguingly, these oscillations emerge in the absence of rhythmic environmental cues and in mice lacking the circadian clock proteins Per1 and Per2.

## Introduction

A fundamental facet of life on earth is exposure to a 24-hour rhythmic environment due to earth’s daily rotation. Throughout evolution, 2 distinct adaptations, which enable organisms to cope with these pervasive daily oscillations, have emerged: (i) an acute response to rhythmic environmental cues through externally driven signaling cascades; and (ii) a proactive anticipatory mechanism that relies on an intrinsic circadian clock.

In mammals, the circadian clock is present in almost every cell of the body and functions based on a network of transcription–translation feedback loops [1,2]. The heterodimer of BMAL1 and CLOCK (or its paralog NPAS2) drives the expression of *Period* (*Per1*, *Per2*, and *Per3*) and *Cryptochrome* (*Cry1* and *Cry2*) genes. In turn, PERIOD and CRYPTOCHROME proteins accumulate and repress the transcription of their own genes. An additional essential feedback loop involves the expression of the nuclear receptors NR1D1/2 and ROR, which regulate *Bmal1* transcription. These so termed “core clock components” not only interact with one another, but also orchestrate a myriad of cellular metabolic processes [3,4].

The PI3K–AKT signaling pathway relays environmental information of nutritional/metabolic state to regulate cell size and proliferation [5,6]. This signaling cascade relies on the phosphorylation of phosphatidylinositol (PI) to generate PIP, PIP2, or PIP3 (PIs with 1, 2, or 3 phosphorylated residues, respectively), which subsequently facilitate phosphorylation and activation of downstream targets. A principal effector is the serine/threonine protein kinase AKT. Binding to either PIP2 or PIP3 leads to phosphorylation of multiple sites of AKT, out of which the Serine residue 473 (pAKT) is required for its maximal activity and conventionally serves as readout for its activation [7]. Once AKT is activated, it phosphorylates dozens of target proteins that convey the signal to regulate gene expression and other key cellular functions. Overall, this pathway is widely known to be activated in response to feeding-related signals [6,7].

Indeed, previous studies that examined daily changes in AKT phosphorylation in mice fed ad libitum found elevated levels of pAKT at nighttime, when the animals normally ingest food [8]. Furthermore, time-restricted feeding protocols (i.e., daytime or nighttime) showed that feeding rhythms are sufficient to generate cycles of AKT phosphorylation [8,9]. Thus, rhythmic activation of AKT can be achieved in response to external signals such as food ingestion; however, it is still unknown whether they can be driven through intrinsic mechanisms, such as the circadian clock.

To test this, we studied temporal activation of AKT both in cultured cells and animal models. We found that pAKT exhibits cell-autonomous circadian oscillations. Similar rhythms in pAKT levels were observed in livers of wild-type mice under free-running conditions. Unexpectedly, experiments with circadian clock mutant mice uncovered ultradian rhythms (about 16 hours) of liver pAKT levels and AKT-related gene expression specifically in *Per1*,*2*^*−/−*^ mice.

## Results

### AKT exhibits cell-autonomous circadian phosphorylation rhythms in cultured cells

To test whether pAKT rhythmicity is endogenously driven, we examined its phosphorylation level in cell culture, a relatively constant environment. Time course analysis with cultured 3T3-L1 cells revealed rhythmic pAKT levels (Fig 1A). JTK_CYCLE analysis [10] showed that pAKT levels, similar to PER2 and pNR1D1, oscillate with a period of about 24 hours (Fig 1B and 1C). We concluded that in cultured cells, pAKT levels exhibit cell-autonomous circadian oscillations.

**Fig 1:**
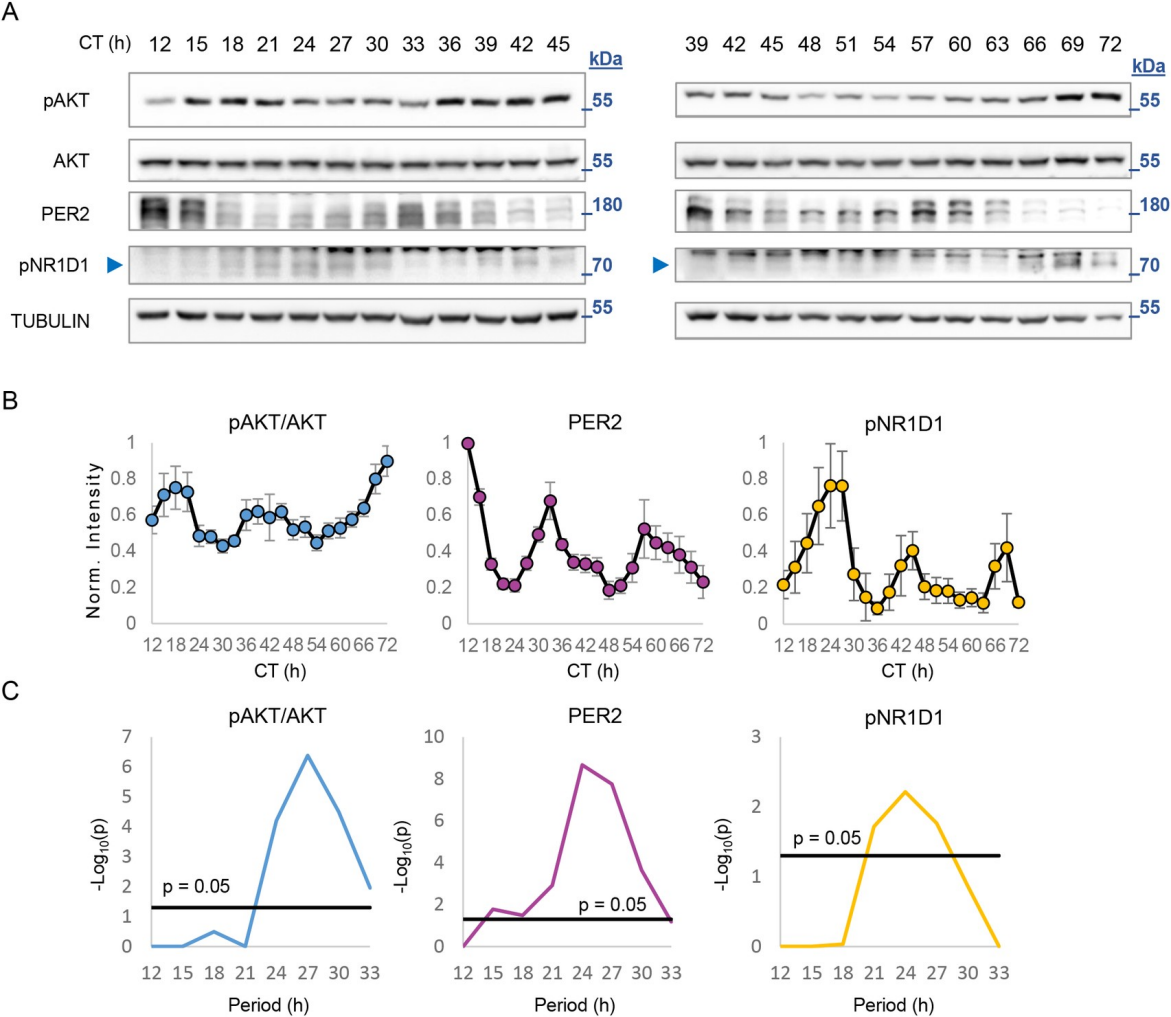
AKT exhibits cell-autonomous circadian phosphorylation rhythms. **(A)** Immunoblot analysis of protein samples from 3T3-L1 cells collected at 3-hour intervals at the indicated times. The samples for CTs 39 to 45 were run twice on 2 separate gels to enable normalization between same antibodies on different blots and quantification of the entire series as one sequence (see Materials and methods). **(B)** Intensity quantification of pAKT/AKT, PER2, and pNR1D1 protein levels. Values were normalized to the maximum for each blot (mean ± SEM, *n* = 3 to 4 technical replicates, each consists of a mixture of *n* = 3 biological replicates). **(C)** Periodogram derived from B, based on JTK_CYCLE test. CT, circadian time, time since dexamethasone shock; arrow marks the position of the specific band. The molecular mass is marked in kDa. Numerical values for panels B and C can be found in S1 Raw Data. kDa, kilodalton.

AKT phosphorylation was previously shown to be cell cycle regulated, with elevated activation of AKT at the G2 phase [11]. If the rhythms observed herein are driven by the cell cycle, it entails that (i) the cells in the culture are dividing; and (ii) the divisions are synchronized in coordination with AKT phosphorylation (i.e., doubling time and prevalence of G2 cells correspond to pAKT rhythmicity). The 3T3-L1 cells indeed proliferate but with a doubling time of 33 hours, beyond the observed period for pAKT (S1A Fig). This, together with propidium iodide staining (S1B Fig), demonstrated that these divisions are not synchronized and do not oscillate in coordination with AKT phosphorylation.

Collectively, these results suggested that pAKT exhibit cell-autonomous circadian oscillations that are cell cycle independent.

### AKT exhibits ultradian phosphorylation cycles in *Per1*,*2*^*−/−*^ mice under free-running conditions

Our observations in cell culture prompted us to examine whether AKT phosphorylation rhythms are also present in vivo in mice. Analysis of pAKT in liver of wild-type mice under free-running conditions (i.e., in constant dark) over the course of 2 days showed about 24-hour rhythms (Fig 2A and 2B), consistent with the animals’ rhythmic feeding behavior (S2A and S2B Fig). To eliminate any circadian effects that might mask or interfere with the endogenous pAKT rhythms, we tested clock mutant *Per1*,*2*^*−/−*^ mice [12] housed in constant dark and fed ad libitum. As expected, *Per1*,*2*^*−/−*^ mice showed no rhythmicity of clock proteins (as demonstrated by absence of BMAL1 and pNR1D1 rhythmicity) or feeding behavior (S2A and S2B Fig) (see also [12,13]). Unexpectedly, under these conditions, we detected ultradian rhythms in pAKT levels, with a period of about 16 hours (Fig 2A and 2B). This suggested that presence of ultradian pAKT oscillations, in vivo, in the absence of environmental rhythms and the circadian clock.

**Fig 2:**
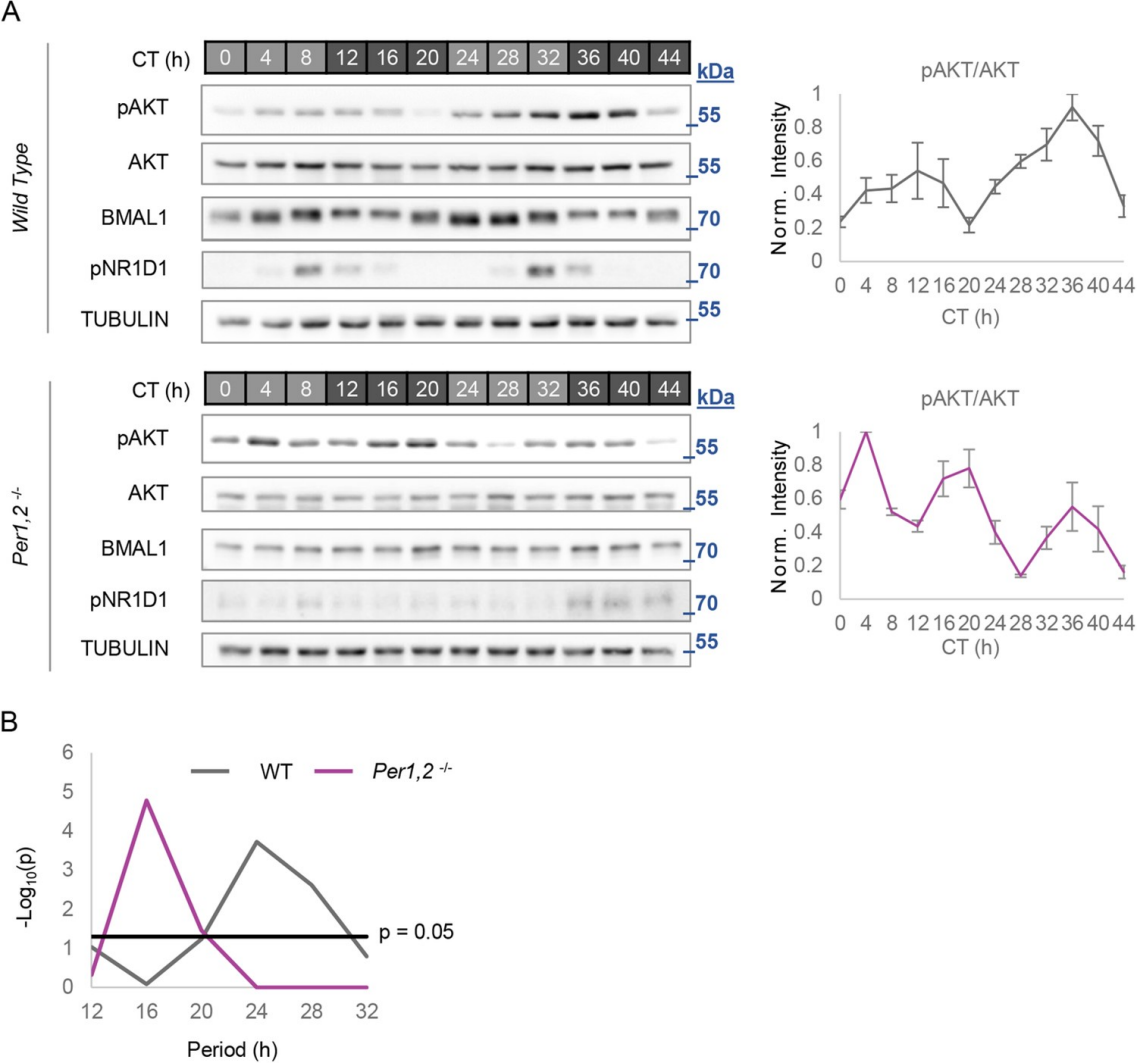
Ultradian rhythms of pAKT in *Per1*,*2*^*−/−*^ mice under free-running conditions. **(A)** Immunoblot analyses of protein samples extracted from livers of WT or *Per1*,*2*^*−/−*^ mice housed in constant dark regimen. Next to each blot an intensity quantification of pAKT/AKT. Values were normalized to the maximum for each blot (mean ± SEM, *n* = 3 to 4 mice per time point). **(B)** Periodogram derived from A, showing a dominant period of about 24 hours for WT and about 16 hours for *Per1*,*2*^*−/−*^ (JTK_CYCLE test). The molecular mass is marked in kDa. Numerical values for panels A and B can be found in S1 Raw Data. CT, circadian time; kDa, kilodalton; WT, wild-type.

### Liver gene expression cycles with ultradian periodicity in *Per1*,*2*^*−/−*^ mice under free-running conditions

As a major cell signaling node, AKT has multitude downstream targets that participate in gene expression regulation [5]. To examine whether the observed ultradian AKT rhythmic activation corresponds to changes in gene expression, we performed RNA sequencing (RNA-seq) on either wild-type or *Per1*,*2*^*−/−*^ mice, housed under constant conditions (i.e., constant dark). 

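The liver transcriptome was followed in 48 WT and 46 *Per1*,*2*-/- samples, taken every 4 hours from CT0, the start of the first subjective day, to CT44. *Per1*,*2*-/- mice lack PER1 and PER2, which belong to the negative limb of the circadian clock. Each of the 12 time points held 4 samples, lettered A to D, except CT8 and CT20 of *Per1*,*2*-/- with 3. The text names the mice per time point for the immunoblots and not for the RNA-seq, so p-values here measure the spread between these samples, part of which may be technical. The assay was bulk MARS-seq, which tags the 3′ end of each transcript with a unique molecular identifier, so that a count is a tagged molecule and does not grow with transcript length. The authors trimmed the reads with cutadapt, mapped them to mm10 with STAR and counted molecules per RefSeq gene with HTSeq-count, and they deposited these counts beside values normalized by DESeq2. The total per library was 1678097 to 4364594 counts in WT (median 3114382) and 1442278 to 5643470 in *Per1*,*2*-/- (median 3687565). The rhythm tests covered the 9258 genes with at least 1 count in every library of both genotypes, which is the study's filter; at this depth their median normalized count was 52.5 in WT and 63.8 in *Per1*,*2*-/-. The normalized counts of each gene were compared with a cosine by JTK_CYCLE, for 1 period length at a time from 12 to 32 hours, with q the Benjamini-Hochberg adjusted value over the genes tested. The fold of a rhythm is the ratio between the maximum and the minimum of a cosine fitted to the normalized counts by harmonic regression, and its peak is the time of that maximum. The raw counts were also tested with edgeR's quasi-likelihood test of the cosine and sine terms of a period. An unadjusted p is one not adjusted over genes. For JTK_CYCLE it already holds a Bonferroni adjustment over the phases of the period, so its counts are not like those of edgeR. In data simulated from these libraries, JTK_CYCLE at q under 0.2 called 36% of genes given a 1.3-fold 16-hour rhythm in *Per1*,*2*-/-, 62% at 1.5-fold and 98% at 2-fold, against 0.397% of genes without one. The simulated libraries were independent, without differences shared by a time point and without correlation between genes. The 0.397% is therefore not the rate of false calls in the real data. Simulated 24-hour rhythms in WT were called in 28%, 68% and 92% of genes at the same folds. In each simulation 200 genes held a rhythm, whereas 4497 were called at 24 hours in WT, so q under 0.2 was harder to reach in the simulated WT data. The simulated spread also held the real changes over time. The simulated shares may therefore be too low, above all in WT. *Per1* and *Per2*, the inactivated genes, still gave 3′ tags in *Per1*,*2*-/-. *Per1* (chromosome 11 of GRCm38, 69095217 to 69109960) had 10.9 ± 5.30 CPM (SD, n = 46, range 4.26 to 28.1) in *Per1*,*2*-/- and 22.3 ± 17.3 (SD, n = 48, range 1.44 to 66.3) in WT. *Per2* (chromosome 1, 91415982 to 91459324) had 19.9 ± 5.6 (range 10.7 to 40.3) in *Per1*,*2*-/- and 13.8 ± 10.1 (range 0.62 to 41.0) in WT. A 3′ tag outside the deleted part of an allele checks nothing, so these levels do not test the genotype.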

RNA was extracted from livers collected over a 2-day time course at 4-hour intervals.

Wild-type animals exhibited circadian rhythmicity in gene expression, as about 40% of the transcripts detected cycled with an about 24-hour period (according to JTK_CYCLE analysis, q < 0.2) (Fig 3A and 3B, S1 Table) [14,15]. These about 24-hour rhythms were largely eliminated in *Per1*,*2*^*−/−*^ mice, with only 8 genes deemed statistically rhythmic.

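The clock genes themselves held some of the strongest rhythms. *Arntl*, which encodes BMAL1, the activator at the core of the clock (chromosome 7 of GRCm38, 113207465 to 113314126), had 87.8 ± 13.5 normalized counts at CT0 and 3.93 ± 1.77 at CT12 (SD, n = 4). *Nr1d1*, which encodes the repressor REV-ERBα, had 805 ± 256 at CT8 and 12.5 ± 3.79 at CT20 (SD, n = 4). *Dbp*, a transcription factor gene driven directly by BMAL1, had 1310 ± 18.3 at CT12 and 15.8 ± 2.09 at CT24 (SD, n = 4). *Elovl3*, which encodes a fatty acid elongase, had 2590 ± 312 at CT24, where 1 sample stood at 3052 and the others at 2385 to 2499, and 185 ± 46.5 at CT36 (SD, n = 4). All 7 core clock genes tested cycled with a 24-hour period, and so did all 8 clock output genes tested, with the same counts when adjusted over the list alone. By Fisher's exact test against the other genes, adjusted over the 44 gene lists, these shares gave p = 0.0400 and p = 0.0245. *Clock*, *Npas2*, *Nr1d2*, *Per3* and *Rora* fell below the filter and were not tested. All 14 heat shock genes cycled (14 adjusted over the list alone; adjusted p = 0.00177), among them *Hspa1b*, which encodes an inducible HSP70 chaperone, with a 64.9-fold rhythm and a peak at 16.4 h. Of 26 genes of the unfolded protein response 21 cycled (23 adjusted over the list alone; adjusted p = 0.0176), and of 24 genes of the urea cycle and amino acid breakdown 19 did (19 adjusted over the list alone; adjusted p = 0.0245). Cytosolic ribosomal protein genes cycled less often than other genes, 21 of 73 (15 adjusted over the list alone; adjusted p = 0.0134). Over all genes, JTK_CYCLE called 4497 of 9258 at 24 hours (48.6%) at q under 0.2, and 2402 of these remained called with each of the letters A, B, C and D left out in turn. The 10 of these with the largest amplitude relative to their mean were *Rgs16*, *Dbp*, *Nr1d1*, *Usp2*, *Egr1*, *Cdkn1a*, *Arntl*, *Chka*, *Hspa1b* and *Elovl3*, with relative amplitudes of 0.961 to 1.42. Neighbouring periods called many genes too, 2307 at 20 hours, 4131 at 28 hours and 2577 at 32 hours. With the 12 means per time point in place of the 48 samples, 2699 genes were called at 24 hours.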

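In *Per1*,*2*-/- livers *Arntl*, *Nr1d1* and *Dbp* had 24-hour fits of 1.19-, 1.16- and 1.08-fold, each with q = 1. Of the 7 core clock genes none was called at 24 hours by JTK_CYCLE (0 at an unadjusted p under 0.05 and 0 adjusted over the list alone), and of the 8 clock output genes 1 was, *Usp2* (2 adjusted over the list alone). *Usp2*, which encodes a deubiquitinase, had 328 ± 47.9 normalized counts at CT20 (SD, n = 3) and 191 ± 44.1 at CT32 (SD, n = 4), a 1.46-fold rhythm with q = 0.0185. *Klf10*, which encodes a Krüppel-like transcription factor, had 62.3 ± 18.4 at CT24 and 24.1 ± 8.06 at CT12 (SD, n = 4), a 2.41-fold rhythm with q = 0.124. The others of the 8 genes called were *1600002H07Rik* (1.80-fold), *Zfp768* (1.45-fold), *Tmub1* (1.39-fold), *Morc3* (1.40-fold), *Coq2*, of coenzyme Q synthesis (1.20-fold), and *Cdc42ep5* (2.40-fold). Of the 8, 6 were also called at 24 hours in WT, where 48.6% of all genes were (p = 0.168 by a two-sided Fisher's exact test). The difference between the genotypes itself was tested with edgeR, in 1 fit of both with the 24- and 16-hour terms of each, a test added after the data were seen. The 24-hour rhythm differed in 2506 of 9258 genes at an adjusted p under 0.05, with adjusted p = 1.7e-36 for *Dbp*, 9.5e-25 for *Nr1d1* and 5.6e-21 for *Arntl*. At an unadjusted p under 0.05, 547 genes passed JTK_CYCLE at 24 hours in *Per1*,*2*-/-, and the count at q under 0.2 was 27 by harmonic regression, 179 by edgeR and 342 by DESeq2. It was 1 without letter A, 0 without B, 11 without C and 2 without D, and 0 over the means per time point.

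**Figure D1:**
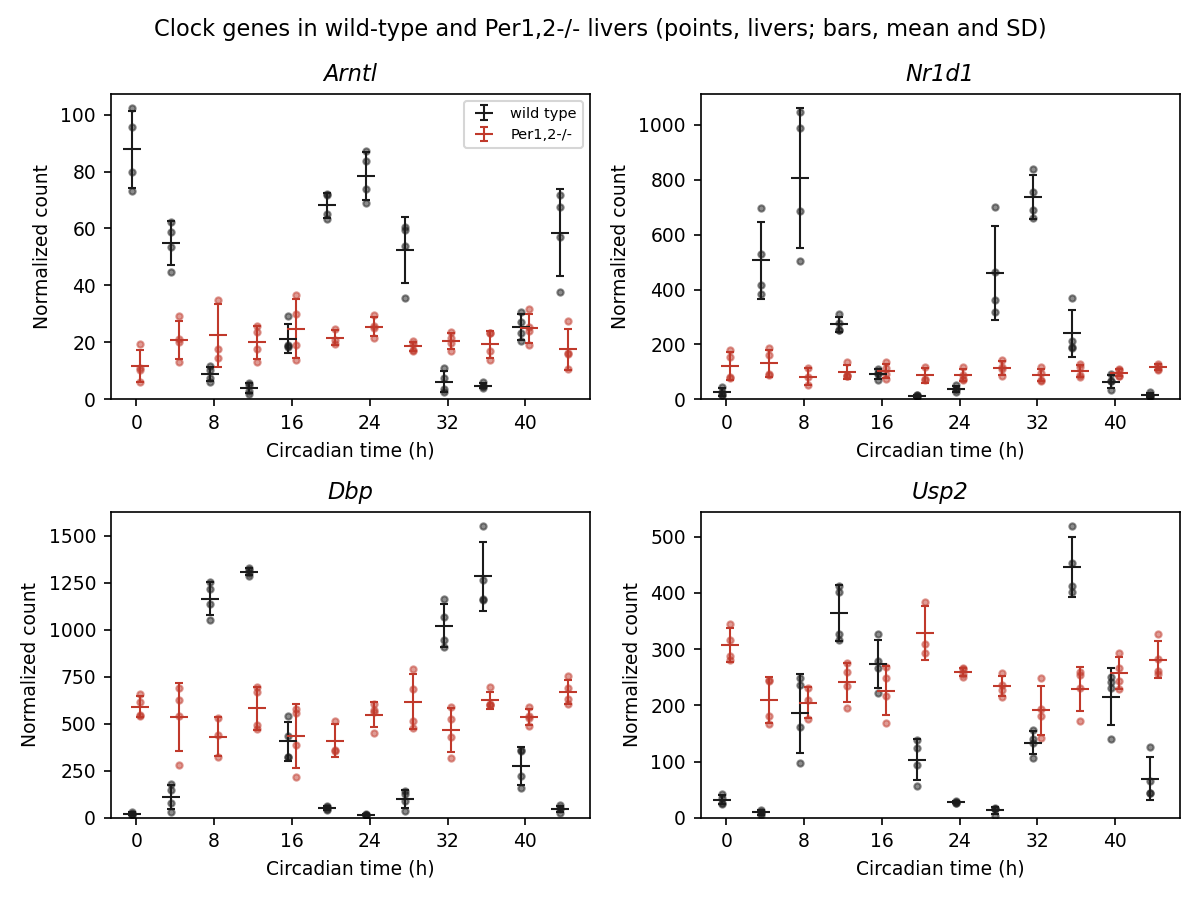
Normalized counts (vertical axes) of *Arntl*, *Nr1d1*, *Dbp* and *Usp2* against circadian time in hours (horizontal axes) in WT (black) and *Per1*,*2*-/- (red) liver samples. Points are single samples and bars the mean and SD of each time point; WT *Arntl* falls from 87.8 at CT0 to 3.93 at CT12.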

**Fig 3:**
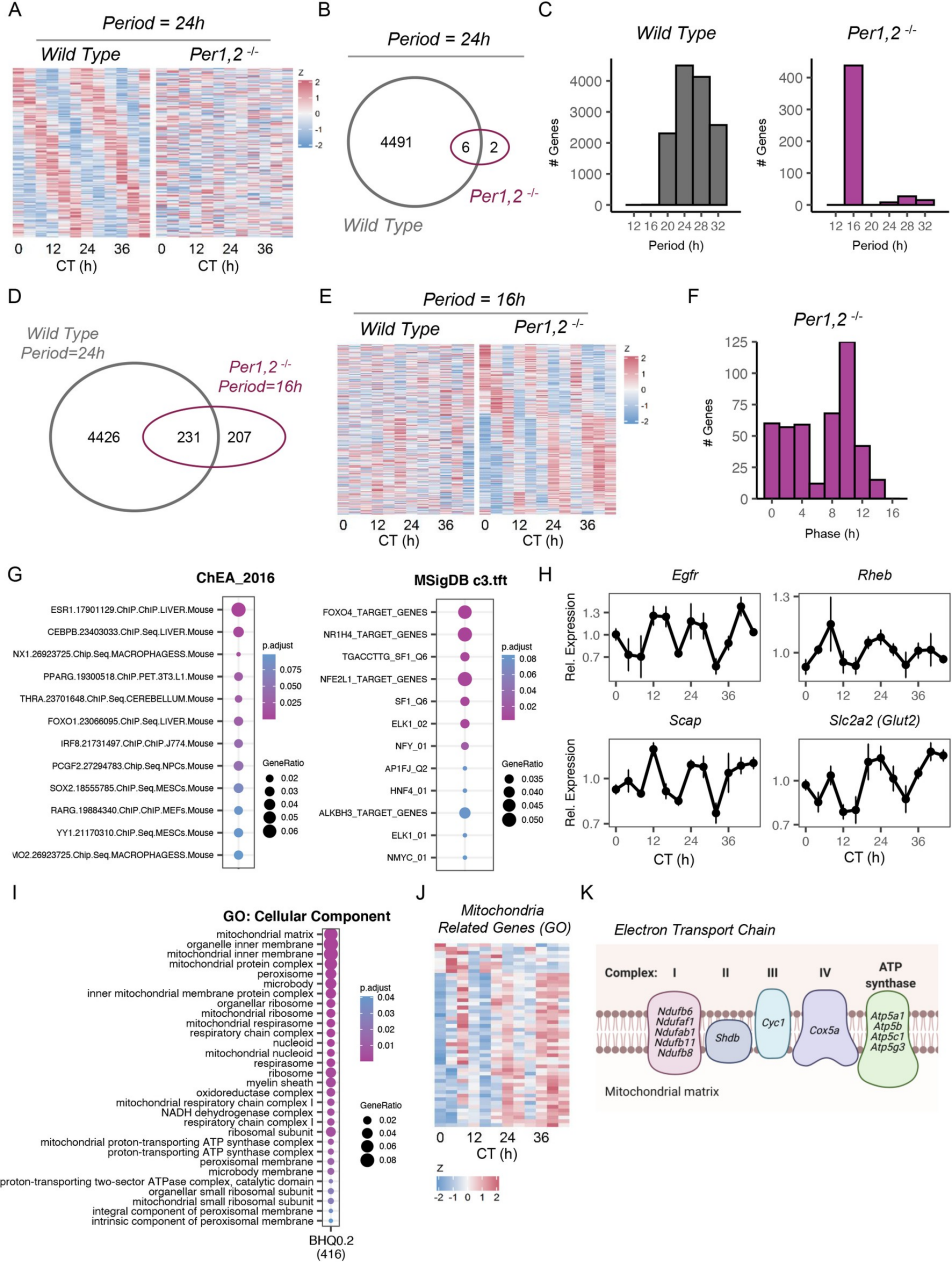
Liver gene expression cycles with ultradian periodicity in *Per1*,*2*^*−/−*^ mice under free-running conditions. **(A)** Heatmap of expression profiles of genes that were rhythmic (q < 0.2, JTK_CYCLE analysis) in WT with an about 24-hour period and their corresponding profiles in *Per1*,*2*^*−/−*^ mice. Data are presented as z-scores of the average expression in each CT. **(B)** Venn diagrams representing the overlap between 24-hour rhythmic genes in WT or *Per1*,*2*^*−/−*^ mice. **(C)** Periodograms of the transcriptome in WT or *Per1*,*2*^*−/−*^ mice. **(D)** Venn diagrams representing the overlap between 24-hour rhythmic genes in WT or 16-hour rhythmic genes in *Per1*,*2*^*−/−*^ mice. **(E)** Heatmap of expression profiles of the rhythmic genes in *Per1*,*2*^*−/−*^ mice with an about 16-hour period and their corresponding profiles in WT. Data are presented as z-scores of the average expression in each CT. **(F)** Histogram representing the distribution of phases of 16-hour rhythmic genes in *Per1*,*2*^*−/−*^ mice. **(G)** Enrichment analysis of rhythmic genes of 16-hour rhythmic genes in *Per1*,*2*^*−/−*^ mice based on ChEA dataset (left) and MSigDB C3:TFT collection (right) (*p* < 0.1, overrepresentation test). **(H)** Daily profiles of selected 16-hour rhythmic genes in *Per1*,*2*^*−/−*^ mice. **(I)** GO cellular compartment enrichment analysis of 16-hour rhythmic genes in *Per1*,*2*^*−/−*^ mice (*p* < 0.05, overrepresentation test). **(J)** Heatmap of expression profiles of mitochondria related genes that were rhythmic with about 16-hour period in *Per1*,*2*^*−/−*^ mice. Data are presented as z-scores of the average expression in each CT. **(K)** Graphic representation of mitochondrial electron transport chain complexes, highlighting related genes that were rhythmic with about 16-hour period in *Per1*,*2*^*−/−*^ mice. See also S1 and S2 Tables. CT, circadian time; GO, Gene Ontology; WT, wild-type.

Our observation that pAKT exhibits ultradian rhythms in liver of *Per1*,*2*^*−/−*^ mice prompted us to examine periods other than 24 hours. 

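*Cela1*, which encodes a chymotrypsin-like elastase (chromosome 15 of GRCm38, 100674421 to 100687921), had 175 ± 35.5 normalized counts at CT24 and 93.9 ± 15.8 at CT4 (SD, n = 4) in *Per1*,*2*-/- livers. *Rad51b*, of homologous recombination (chromosome 12, 79297282 to 79814690), had 225 ± 53.8 at CT4 and 54.5 ± 11.3 at CT40 (SD, n = 4), where 1 sample stood at 37.6 and the others at 59.0 to 61.4. *Snrpg*, which encodes a core protein of the spliceosome, had 145 ± 5.23 at CT40 and 103 ± 23.7 at CT16 (SD, n = 4), and *Mrps28*, of the mitochondrial ribosome, had 413 ± 37.8 at CT8 (SD, n = 3) and 310 ± 38.0 at CT16 (SD, n = 4). *Cbr1*, which encodes a carbonyl reductase, had 1489 ± 1246 at CT32 (SD, n = 4), where 1 sample stood at 3353 and the others at 748 to 987, and 591 ± 66.2 at CT40 (SD, n = 4). Their fitted 16-hour folds were 1.75, 2.49, 1.33, 1.20 and 1.84, with q = 0.0288 or 0.0289. JTK_CYCLE called 438 of 9258 genes (4.73%) at 16 hours in *Per1*,*2*-/- at q under 0.2, and these 5 genes were the ones that remained called with each letter left out in turn. At 12 and 20 hours it called 0 and 0 genes (681 and 521 at an unadjusted p under 0.05; 0 and 1 by harmonic regression), and at 28 and 32 hours 27 and 15. In WT livers 5 genes were called at 16 hours, *Enho*, *Hsd17b10*, *Ptpn1*, *Slc27a5* and *Uck1*, none of them among the 438 (590 WT genes at an unadjusted p under 0.05, 8 by edgeR and 33 by DESeq2). The WT count was 2 without letter A, 6 without B, 0 without C and 0 without D. The *Per1*,*2*-/- count was 57 without letter A, 50 without B, 174 without C and 29 without D, 0 over the 12 means per time point, and 99 with a linear trend over the 48 hours removed from each gene. Times 16 hours apart share a phase, so the 12 means hold few distinct phases, and the power of that test was not simulated. The 0 over means thus decides little. Of 100 orders of the 12 time points, the real order included, 27 called at least 438 genes, and the highest of the others called 2444. Such orders also scatter any linear trend into other periods, 16 hours included, and none were run with the trend removed. The real count was 84 without CT0, 163 without CT4, 852 without CT8, 685 without CT12, 288 without CT20, 133 without CT24, 1107 without CT32, 119 without CT40 and 669 without CT44, against 366 without CT16, 464 without CT28 and 468 without CT36.

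**Figure D2:**
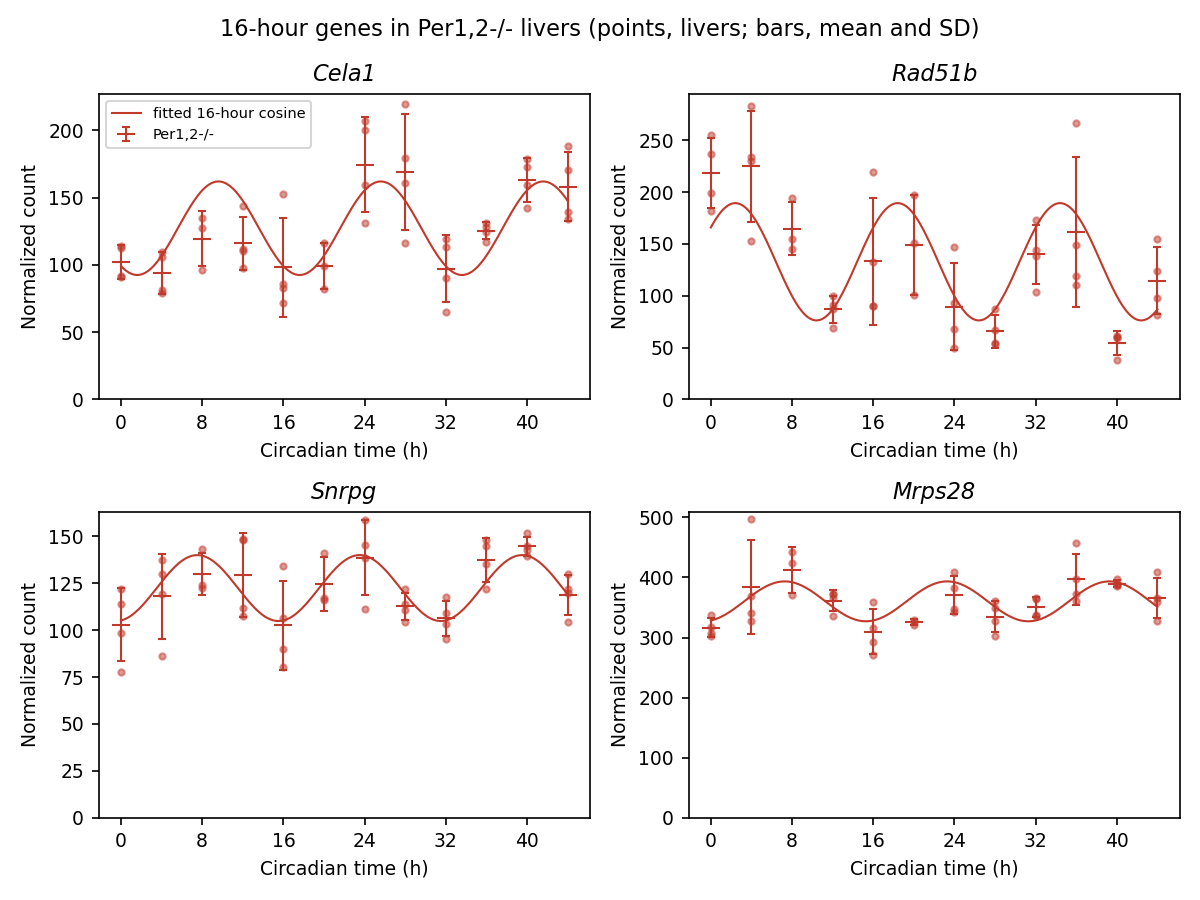
Normalized counts (vertical axes) of *Cela1*, *Rad51b*, *Snrpg* and *Mrps28* against circadian time in hours (horizontal axes) in *Per1*,*2*-/- liver samples. Points are single samples, bars the mean and SD of each time point, and lines the fitted 16-hour cosines; *Cela1* is at 175 at CT24 and 93.9 at CT4.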

Strikingly, we detected rhythmicity with an about 16-hour period, which was essentially the only other period detected in this method. Similar conclusions were drawn across additional data filtration threshold, significance cutoffs, as well as other widely used rhythmicity tests (i.e., harmonic regression [16] and RAIN [17]) (S3A–S3D Fig, S1 Table).

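The genes called at 16 hours in *Per1*,*2*-/- lay at different strictness. *Cyc1*, which encodes cytochrome c1 of complex III, had 1906 ± 88.7 normalized counts at CT40 and 1421 ± 82.3 at CT0 (SD, n = 4), with q = 0.0289 by JTK_CYCLE and 0.0342 by harmonic regression. *Nudt7*, which encodes a peroxisomal coenzyme A diphosphatase, had a 2.42-fold rhythm with q = 0.0289 and 0.0647. *Hsd3b5*, a male-biased steroid dehydrogenase gene with near-identical paralogs that may share its reads, had a 6.69-fold rhythm with q = 0.0385 and 0.0673. *Akt2*, which encodes an AKT kinase, had 65.0 ± 4.38 at CT0 and 43.7 ± 4.44 at CT40 (SD, n = 4), a 1.20-fold rhythm with q = 0.127 by JTK_CYCLE and 0.339 by harmonic regression. *Gadd45b*, a stress-response gene, had a 1.73-fold rhythm with q = 0.128 and 0.720. At q under 0.1 JTK_CYCLE called 133 genes at 16 hours in *Per1*,*2*-/- and 3798 at 24 hours in WT, and at q under 0.05 it called 67 and 3177. With genes kept that had at least 2 counts in at least 0.5 of the libraries of each genotype, 353 of 11173 genes cycled at 16 hours in *Per1*,*2*-/- and 4829 at 24 hours in WT. Harmonic regression at q under 0.2 called 327 genes at 16 hours in *Per1*,*2*-/-, 245 of them among the 438 of JTK_CYCLE, and 5442 at 24 hours in WT. At other period lengths it called 271 *Per1*,*2*-/- genes at 15 hours, 39 at 17 hours, 2 at 14 hours and 56 at 26 hours. From the raw counts, edgeR called 539 genes at 16 hours in *Per1*,*2*-/- at an adjusted p under 0.2 (1393 at an unadjusted p under 0.05) and DESeq2 674, with 5514 by edgeR at 24 hours in WT. The edgeR count was 48 without letter A, 3 without B, 630 without C and 4 without D. RAIN was not run here.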

Roughly half of the knockout 16-hour rhythmic genes were de novo oscillations (i.e., were not rhythmic in wild type), whereas the other half showed about 24-hour rhythmicity in wild-type mice (Fig 3D). 

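*Alas1*, the gene of the first enzyme of heme synthesis, cycled 15.6-fold with a 24-hour period in WT (q = 5.2e-10), and 1.44-fold with a 16-hour period in *Per1*,*2*-/- (q = 0.193). *Slc2a2*, which encodes the hepatic glucose transporter GLUT2, cycled 2.06-fold at 24 hours in WT and 1.29-fold at 16 hours in *Per1*,*2*-/-, and *Abtb2* 3.27-fold and 1.38-fold. *Lifr*, which encodes a cytokine receptor, was called at 16 hours in *Per1*,*2*-/- (1.58-fold, q = 0.0903) and had a 24-hour fit of 1.18-fold with q = 1 in WT. *Ndufb6*, of complex I, was called at 16 hours in *Per1*,*2*-/- (1.22-fold, q = 0.0403) and had a 24-hour fit of 1.07-fold with q = 1 in WT. Of the 438 genes, 231 were called at 24 hours in WT (52.7%, 95% exact Clopper-Pearson interval 47.9% to 57.5%) and 207 were not, and 4266 genes were called in WT alone. Independent calls among the 9258 genes would share 213 genes, and a two-sided Fisher's exact test of this share against that of the other genes gave p = 0.0779. Fisher's exact test gave p = 0.0217 with the filter of at least 2 counts in at least 0.5 of the libraries (49.3% shared) and p = 0.0273 at q under 0.05 (47.8% shared), but 0.287 at q under 0.1, 0.284 with TMM-scaled CPM, 0.864 by harmonic regression and 0.0568 to 0.566 without 1 letter. A gene called in 1 genotype and not in the other is not thereby shown to differ between them, and the difference of the 16-hour rhythm was tested with edgeR in 1 fit of both genotypes that also held the 24-hour terms of each. It passed an adjusted p under 0.05 in 4 genes (911 at an unadjusted p under 0.05; 13 by DESeq2). *Upp2*, which encodes a uridine phosphorylase, had a 2.00-fold 16-hour fit peaking at 9.25 h in *Per1*,*2*-/- and 1.55-fold at 2.15 h in WT (adjusted p = 0.0257 from edgeR). *Samd4b* had a 1.3-fold fit peaking at 1.11 h in *Per1*,*2*-/- and 1.12-fold at 9.04 h in WT (adjusted p = 0.0151 from edgeR). The others were *Scnm1*, a splicing gene, and *Ly6d*, and no gene passed without any 1 of the letters A, B, C and D. In simulated data this test called 8% of genes given a 1.3-fold rhythm in *Per1*,*2*-/- alone, 14% at 1.5-fold and 72% at 2-fold.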

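In *Per1*,*2*-/- livers the fitted 16-hour peaks fell mainly into 2 groups. *Cyc1* (7.43 h), *Snrpg* (7.52 h), *Pdhb*, of the pyruvate dehydrogenase complex (7.53 h), *Got2*, a mitochondrial aminotransferase gene (8.55 h), *Nudt7* (9.28 h) and *Cela1* (9.60 h) belong to the later group. *Rad51b* (2.41 h), *Gadd45b* (2.19 h), *Retsat*, which encodes a retinol saturase (3.28 h), *Atf5*, of the integrated stress response (3.49 h), and *Ier3*, an immediate early gene (0.639 h), belong to the earlier. By the lag of the best JTK_CYCLE match, the 438 genes held 62 at 0 h, 55 at 2 h, 59 at 4 h, 12 at 6 h, 68 at 8 h, 125 at 10 h, 42 at 12 h and 15 at 14 h. The mean resultant length of the fitted peaks, which is 1 when all peaks coincide, was 0.148, and 0.371 after doubling the angles, as 2 opposite groups would give. A 16-hour cosine sampled from CT0 to CT44 has its maxima 16 hours apart, so a gene of the later group is near its maximum at CT8, CT24 and CT40. *Got2* had 1740 ± 107 normalized counts at CT8 (SD, n = 3), 1591 ± 55.3 at CT24 and 1791 ± 19.1 at CT40, and 1321 ± 115 at CT16 (SD, n = 4). A linear regression of log2 normalized counts on time was added after the data were seen. Of the 231 genes peaking from 6 to 12 h, 170 rose and 0 fell over the 48 hours at q under 0.2, and of the other 207, 4 rose and 88 fell. A rising straight line at these times is itself fitted by a 16-hour cosine peaking at 9.79 h and a falling one by a cosine peaking at 1.79 h, with 10.2% of its variance, so the split by peak partly sets these signs. With a linear term in the cosine fit, the median fold of the 438 genes was 1.25 (quartiles 1.19 to 1.40) against 1.3 (quartiles 1.23 to 1.46) without it, and harmonic regression with that term called 105 genes.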

Within the 48-hour window of collection, 3 peaks could be observed, with a bimodal phase distribution (Fig 3E and 3F). Their median amplitude was slightly lower than that of the wild-type 24-hour rhythmic genes (S3E Fig, S1 Table).

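The 16-hour rhythms in *Per1*,*2*-/- ranged from shallow to steep. *Rheb*, which encodes the GTPase that activates mTORC1, cycled 1.17-fold, between 272 ± 59.2 normalized counts at CT8 (SD, n = 3) and 218 ± 18.8 at CT0 (SD, n = 4). *Selenbp2*, a male-biased gene with a near-identical paralog that may share its reads, had the fold 35.4 in the fit, with 1488 ± 872 at CT40 and 86.7 ± 37.9 at CT20 (SD, n = 4 and 3). *Fgf21*, which encodes a hepatokine of the stress response, had a fitted fold of 18.7, with 161 ± 141 at CT4 and 5.67 ± 3.04 at CT28 (SD, n = 4). Among the genes called in both genotypes, *Scap* cycled 1.27-fold at 16 hours in *Per1*,*2*-/- and 1.53-fold at 24 hours in WT, and *Cyc1* 1.24-fold in both. The median fold was 1.3 over the 438 16-hour genes of *Per1*,*2*-/- and 1.40 over the 4497 24-hour genes of WT. Folds above 2 were reached by 23 genes in *Per1*,*2*-/- and by 513 in WT, and 8 of the WT genes had a fitted minimum at or below 0 and so no fold. In the 231 genes called in both, the median was 1.29 in *Per1*,*2*-/- and 1.38 in WT, and the fold was lower in *Per1*,*2*-/- in 150 of them. These genes come from the same samples, in which called genes varied together, so they are not independent replicates and no p is given for this difference.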

Next, we examined the annotated biological functions of the rhythmic genes in the clock mutant mice. Comparison to mouse ChEA dataset (compilation of about 200 published ChIP-seqs [18]) showed enrichment of targets for several transcription factors in mouse tissues (Fig 3G, S2 Table). Among them were ESR1 and PPAR gamma, which have been shown to work upstream of AKT, via modulation of insulin signaling and PTEN regulation [19–21]. Importantly, we observed enrichment for targets of FOXO1, a canonical downstream effector of the AKT pathway, whose FOXO4 isoform was also identified in the MSigDB C3:TFT collection [22], a transcription factor targets dataset (Fig 3G, S2 Table). 

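FOXO1 is a transcription factor that AKT excludes from the nucleus by phosphorylation. Of 20 textbook FOXO1 target genes of liver, 3 cycled at 16 hours in *Per1*,*2*-/-, *Alas1*, *Gadd45b* and *Slc2a2* (3 adjusted over the list alone). This share of 15.0% stood beside 4.73% of all genes, with p = 0.0660 by a two-sided Fisher's exact test and 0.153 adjusted over the 44 lists. By harmonic regression 1 member was called. The paper's own FOXO1 set held 10 of its 16-hour genes: *Abtb2*, *Alas1*, *Egfr*, *Ghr*, *Lifr*, *Midn*, *Retsat*, *Sc5d*, *Scp2* and *Ttc39c*. All 10 were called here as well (10 adjusted over the list alone), but they were chosen on these samples and their count is not independent evidence. *Ttc39c* cycled 1.70-fold, from 893 ± 225 normalized counts at CT16 to 1973 ± 57.0 at CT40 (SD, n = 4), with q = 0.0289. *Lifr* had 609 ± 184 at CT28 and 315 ± 82.3 at CT20 (SD, n = 4 and 3). *Ghr*, the growth hormone receptor gene, cycled 1.29-fold with q = 0.152, *Midn* 1.28-fold with q = 0.152, *Scp2*, which encodes a peroxisomal sterol carrier protein, 1.29-fold with q = 0.161, and *Sc5d*, of cholesterol synthesis, 1.37-fold with q = 0.193. Harmonic regression at q under 0.2 called 3 of the 10. The ChEA and MSigDB sets behind the published enrichment were not used here, so that test was not repeated.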

An additional analysis of upstream regulators predicted the involvement of prominent AKT-related factors, such as RICTOR, PTEN, insulin, and again FOXO1, consistent with the rhythmicity of some notable genes related to this signaling pathway (S2 Table). 

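Of 29 genes of the PI3K-AKT-mTOR pathway tested, 4 cycled at 16 hours in *Per1*,*2*-/- (5 adjusted over the list alone). *Akt2* peaked at 15.6 h and *Pi4ka*, which encodes a phosphatidylinositol 4-kinase, at 2.50 h (1.19-fold, q = 0.153), while *Egfr*, the epidermal growth factor receptor gene, peaked at 10.8 h and *Rheb* at 7.21 h. These peaks were spread over the 16 hours, with a mean resultant length of 0.0392 (permutation p = 0.987 against draws of 4 of the 438 genes). The share of 13.8% gave p = 0.0460 by a two-sided Fisher's exact test and 0.127 adjusted over the 44 lists, and 20 of 100 orders of the 12 time points, the real order included, called as many members. In 10 of the 100 orders as large a share of the order's calls lay in the list. Harmonic regression called 1 of the 29 genes. In WT, 16 of the 29 genes cycled at 24 hours (16 adjusted over the list alone; adjusted p = 0.847 by Fisher's exact test).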

Profiles of representative genes are presented in Fig 3H.

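*Egfr* (chromosome 11 of GRCm38, 16752203 to 16918158) had 833 ± 154 normalized counts at CT40 and 346 ± 127 at CT32 (SD, n = 4) in *Per1*,*2*-/-, a 1.48-fold rhythm with q = 0.153. *Slc2a2* (chromosome 3, 28697903 to 28731359) had 869 ± 89.2 at CT40 and 571 ± 71.9 at CT12 (SD, n = 4), with a peak at 7.90 h and q = 0.167. *Scap*, which encodes the escort protein of the SREBP transcription factors (chromosome 9, 110333288 to 110384950), had 722 ± 52.7 at CT12 and 466 ± 81.5 at CT32 (SD, n = 4), with a peak at 9.94 h and q = 0.0490. *Rheb* (chromosome 5, 24802823 to 24842624) was called with q = 0.152, and its means of 12 time points lay between 218 and 272, with SDs of 9.12 to 59.2. Harmonic regression at q under 0.2 called *Slc2a2*, *Scap* and *Rheb* and gave q = 0.320 for *Egfr*. In WT, *Scap*, *Slc2a2* and *Rheb* were called at 24 hours (q = 0.00015, 8.8e-06 and 0.108) and *Egfr* was not (q = 1). The 4 genes were selected by the study from these samples.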

Interestingly, GO cellular component gene enrichment analysis revealed high enrichment for mitochondria related functions, chief among them were genes related to mitochondrial gene expression (ribosomal subunits) and mitochondrial respiration, with representatives from all 5-electron transport chain protein complexes (Fig 3I–3K, S2 Table). 

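Genes of the respiratory chain and ATP synthase were called at 16 hours in *Per1*,*2*-/- more often than other genes over all samples. By Fisher's exact test this also held without letter B (p = 0.0082) and C (p = 9.2e-05), but not without A or D (p = 0.38 and 1). Without A and D only 57 and 29 of all genes were called, so those tests had little power. The share of mitochondrial ribosomal genes did not pass its test adjusted over the gene lists. Of 77 nuclear genes of the electron transport chain and ATP synthase, 12 were called (34 adjusted over the list alone), and of 66 genes of the mitochondrial ribosome, 7 (14 adjusted over the list alone). In complex I 5 of 34 were called (8 adjusted over the list alone), in complex II 1 of 4 (4 adjusted over the list alone), in complex III 1 of 9 (4), in complex IV 1 of 13 (3) and in the ATP synthase 4 of 17 (10). *Ndufb6* of complex I had 1532 ± 172 normalized counts at CT36 and 1097 ± 84.9 at CT16 (SD, n = 4). *Sdhb* of complex II cycled 1.27-fold (q = 0.161), *Cox5a* of complex IV 1.28-fold (q = 0.0470) and *Atp5g3* of the ATP synthase 1.24-fold (q = 0.0403). *Mrps28*, *Mrps31* (1.26-fold, q = 0.0721), *Mrpl20* (1.14-fold, q = 0.0998) and *Mrpl13* (1.12-fold, q = 0.12) were the ribosomal genes with the lowest q. The 12 genes that the paper draws in Fig 3K were all called (12 adjusted over the list alone), but they were chosen on these samples and are not independent evidence. By a two-sided Fisher's exact test the electron transport chain and ATP synthase gave p = 0.00024 (0.00152 adjusted over the 44 lists), and the mitochondrial ribosome p = 0.0356 (0.109 adjusted). Genes of 1 complex vary together, and 28 and 24 of 100 orders of the 12 time points, the real order included, called as many members of these lists. Orders differ in how many genes they call in all, which these counts follow too. As large a share of an order's calls lay in the mitochondrial ribosome list in 9 orders. This number is not given here for the chain and ATP synthase. Of genes matched to both lists for length and level 9.02% were called, against 13.3% of the 143 mitochondrial genes. Of the chain and ATP synthase genes 1 was called without letter A, 3 without B, 8 without C and 0 without D, and of the ribosomal genes 1 without A, 1 without B, 3 without C and 2 without D. Over the means per time point 0 of each were called, which decides little, since the means hold few distinct phases of a 16-hour cycle. *Cyc1*, *Ndufb6*, *Cox5a* and *Atp5g3* also rose over the 48 hours, as did 64 of the 77 genes (0 fell) and 37 of the 66 ribosomal genes (1 fell).

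**Figure D3:**
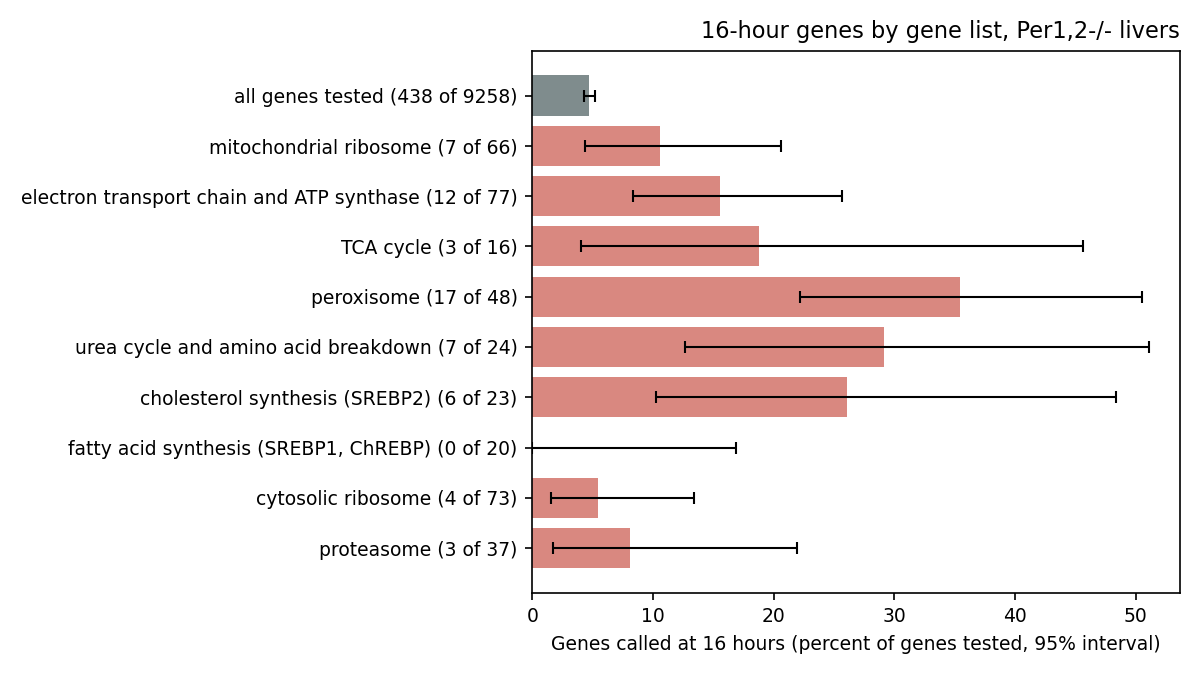
Percent of the tested genes of each gene list (vertical axis) that were called at 16 hours in *Per1*,*2*-/- livers by JTK_CYCLE at q under 0.2 (horizontal axis). Bars are shares and lines their exact 95% binomial intervals; the peroxisome list stands at 35.4% and all genes at 4.73%.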

Notably, their phases were aligned, i.e., their expression coordinated, which might suggest functional significance.

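The 12 called genes of the electron transport chain and ATP synthase peaked between 7.35 and 8.56 h of the 16-hour cycle in *Per1*,*2*-/-, and the 7 of the mitochondrial ribosome between 6.56 and 8.43 h. All 19 lay from 6 to 12 h, where 231 of the 438 called genes lay. *Atp5b*, of the ATP synthase, peaked at 7.35 h, *Ndufab1* of complex I at 7.54 h, *Sdhb* at 8.48 h and *Mrpl20* at 6.56 h. Their mean resultant length was 0.982, with permutation p = 1e-04 against draws of 19 of the 438 genes, the smallest that 10000 draws can give, and 0.00035 adjusted over 14 relations. The called genes of 2 other lists lay as close together. The 7 called genes of the urea cycle and amino acid breakdown peaked between 8.55 and 9.62 h (mean resultant length 0.991, adjusted permutation p = 0.00056), and the 4 called male-biased genes between 8.51 and 8.64 h (1.00, adjusted permutation p = 0.00035). The 17 called peroxisomal genes were more spread, between 2.37 and 10.4 h (0.577, adjusted permutation p = 0.0224). The draws treat genes as independent, whereas the 143 mitochondrial genes tested also varied together between samples of 1 time point, with a mean pairwise correlation of 0.137 across genes.

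**Figure D4:**
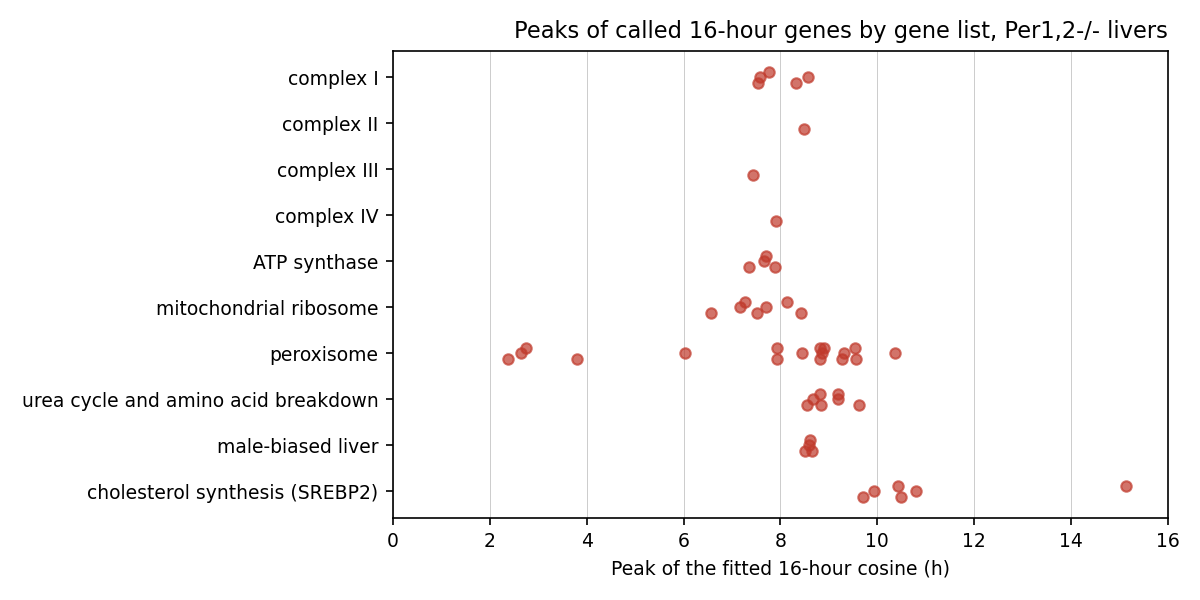
Time of the peak of the fitted 16-hour cosine in hours (horizontal axis) of each called gene, by gene list (vertical axis), in *Per1*,*2*-/- livers. Each point is 1 gene; the mitochondrial genes lie between 6.56 and 8.56 h.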

In conclusion, the use of *Per1*,*2*^*−/−*^ mice enabled us to eliminate feeding rhythms that carry a prominent effect on AKT phosphorylation and exposed ultradian rhythms in pAKT and gene expression in mice. These rhythmic genes were enriched for AKT-related processes and mitochondrial function.

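Beyond the mitochondria, several metabolic groups of the liver were called at 16 hours in *Per1*,*2*-/-. Of 48 peroxisomal genes 17 were called (25 adjusted over the list alone), among them *Nudt7*, with 3818 ± 316 normalized counts at CT40 and 1017 ± 725 at CT4 (SD, n = 4), and *Pxmp2*, which encodes a peroxisomal channel (1.33-fold). Of 24 genes of the urea cycle and amino acid breakdown 7 were called (16 adjusted over the list alone), among them *Ass1*, with 421 ± 80.0 at CT24 and 140 ± 19.5 at CT4 (SD, n = 4), *Fah*, of tyrosine breakdown (1.24-fold), and *Gcat*, of threonine breakdown (1.25-fold). Of 23 genes of cholesterol synthesis 6 were called (9 adjusted over the list alone), among them *Scap* and *Ebp* (1.25-fold). Of 10 male-biased genes 4 were called (10 adjusted over the list alone), among them *Cyp4a12b*, with 349 ± 13.8 at CT40 and 56.3 ± 26.0 at CT4 (SD, n = 4). By Fisher's exact test the adjusted p over the 44 lists was 3.5e-10 for peroxisomes, 0.00064 for the urea cycle and amino acid breakdown, 0.00302 for cholesterol synthesis and 0.00404 for male-biased genes. Of 100 orders of the 12 time points, the real order included, 14, 25, 9 and 16 called as many members of these lists. The orders called 0 to 2444 genes in all, so these counts follow the total of an order as well as the list. As large a share of an order's calls lay in the list in 4 orders for peroxisomes and 4 for cholesterol synthesis. This number is not given here for the other lists. By the linear regression added after the data were seen, 32 of the 48 peroxisomal genes rose over the 48 hours (1 fell). So did 22 of the 24 genes of the urea cycle and amino acid breakdown (0 fell), 10 of the 23 of cholesterol synthesis (1 fell) and 9 of the 10 male-biased genes (0 fell). None of 20 genes of fatty acid synthesis was called by JTK_CYCLE (11 adjusted over the list alone; 8 at an unadjusted p under 0.05; 1 by harmonic regression), none of 14 acute phase genes (0 adjusted over the list alone; 1 at an unadjusted p under 0.05; 0 by harmonic regression), and 4 of 73 cytosolic ribosomal protein genes were (4 adjusted over the list alone). Markers of endothelial cells, macrophages, stellate cells and cholangiocytes held 0 called genes of 10, 11, 7 and 4 (1, 1, 0 and 0 at an unadjusted p under 0.05, and 0 each by harmonic regression). General hepatocyte markers held 0 of 9 as well, and pericentral and periportal hepatocyte markers 2 of 9 each. With 4.73% of all genes called, a 0 in lists this small does not set them apart from other genes. The paper reasons that the knockout removes feeding rhythms, which act strongly on AKT phosphorylation, and so exposes ultradian rhythms in pAKT and gene expression.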

Next, we analyzed another clock mutant mouse model, namely *Bmal1*^*−/−*^ mice [12,23] and examined both liver pAKT levels and liver gene expression by RNA-seq, in constant dark for 2 consecutive days. 

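*Bmal1*-/- mice lack BMAL1, the partner of CLOCK in the activator of the circadian clock. Their liver RNA was sequenced by the same MARS-seq assay in 46 samples from CT0 to CT44, with 4 samples per time point except CT16 and CT20 with 3. The sample labels name both light-dark housing and constant dark for these mice, and the paper's constant dark is used here. The authors deposited counts per gene for this series, and the counts were normalized here by the median of ratios, which is the method of DESeq2. The total per library was 1924755 to 5325256 counts (median 3708718). Rhythms were tested as for *Per1*,*2*-/- over the 8586 genes with at least 1 count in every *Bmal1*-/- and every WT library, which had a median normalized count of 62.3 in *Bmal1*-/-. In data simulated from these libraries, JTK_CYCLE called 40% of genes given a 1.3-fold 12-hour rhythm, 66% at 1.5-fold and 90% at 2-fold. *Arntl*, the inactivated gene, still gave 3′ tags, at 8.75 ± 2.33 CPM (SD, n = 46, range 4.69 to 15.4) in *Bmal1*-/- against 13.0 ± 10.1 (SD, n = 48) in WT, and tags outside the deleted part of the allele check nothing. Direct targets of BMAL1 stood apart from WT: *Nr1d1* had 1.83 ± 0.925 CPM in *Bmal1*-/- and 90.4 ± 97.6 in WT, and *Dbp* 13.4 ± 2.46 and 160 ± 174. *Cry1*, a clock repressor gene held down by REV-ERBα, had 70.3 ± 12.1 in *Bmal1*-/- and 19.9 ± 12.3 in WT. Each genotype stands in a count table of its own, so these levels do not separate genotype from technical differences between tables.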

Unlike *Per1*,*2*^*−/−*^ mice, in *Bmal1*^*−/−*^ mice we did not observe significant rhythms in neither pAKT levels nor in gene expression (aside of 12 genes that showed 12-hour rhythms) (S4 Fig, S3 Table). 

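The 12 genes with a 12-hour rhythm in *Bmal1*-/- livers were *Aasdh*, *Arl5a*, *Car5a*, *Cradd*, *Dock5*, *Ezr*, *Nat9*, *Ndrg1*, *Rras2*, *Slc25a34*, *Unkl* and *Uvrag*. *Car5a*, which encodes a mitochondrial carbonic anhydrase (chromosome 8 of GRCm38, 121916126 to 121944904), had 519 ± 27.2 normalized counts at CT36 and 239 ± 66.8 at CT44 (SD, n = 4), a 1.59-fold rhythm. *Ndrg1*, a stress-responsive gene (chromosome 15, 66929318 to 66969640), had 369 ± 25.8 at CT36 and 265 ± 29.1 at CT8 (SD, n = 4), a 1.31-fold rhythm. *Slc25a34*, which encodes a mitochondrial carrier (chromosome 4, 141618824 to 141623821), had 17.1 ± 6.88 at CT36 (SD, n = 4) and 4.71 ± 1.95 at CT20 (SD, n = 3), a 2.18-fold rhythm. *Ezr*, which links membranes to actin, cycled 1.80-fold with a peak at 7.41 h, and the others 1.24- to 1.55-fold. All 12 had q = 0.160, and 1033 of 8586 genes passed an unadjusted p under 0.05 at 12 hours. At 16 hours 1 gene was called, *Scaf8* (1.54-fold, q = 0.199; 520 genes at an unadjusted p under 0.05; 0 by harmonic regression and 4 by edgeR), and at 24 hours 1, *Rps6kc1*, which encodes an S6 kinase-related protein (1.47-fold, q = 0.178; 263 genes at an unadjusted p under 0.05). None of the 7 core clock genes and 8 clock output genes tested was called at 12 hours by JTK_CYCLE (2 and 3 adjusted over each list alone; 2 and 2 at an unadjusted p under 0.05; 0 and 0 by harmonic regression). The 12-hour count was 7 without letter A, 0 without B, 21 without C and 2 without D, 0 over the means per time point, 0 at q under 0.1 and 4 by harmonic regression. The means hold few distinct phases of a 12-hour cycle, so the 0 over means decides little. The 16-hour count was 16 without letter C and 0 without A, B or D.

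**Figure D5:**
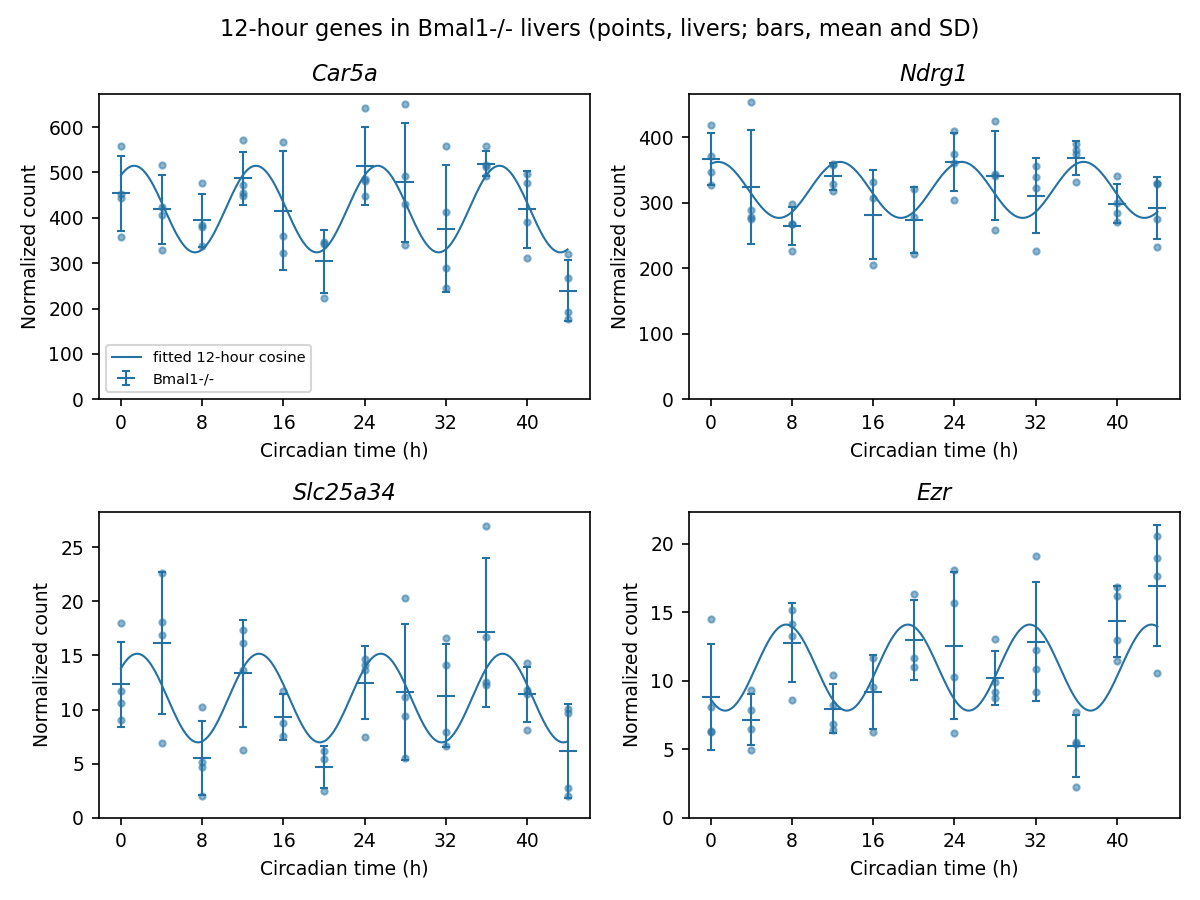
Normalized counts (vertical axes) of *Car5a*, *Ndrg1*, *Slc25a34* and *Ezr* against circadian time in hours (horizontal axes) in *Bmal1*-/- liver samples. Points are single samples, bars the mean and SD of each time point, and lines the fitted 12-hour cosines; *Car5a* is at 519 at CT36 and 239 at CT44.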

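Whether a 16-hour rhythm differs between *Per1*,*2*-/- and *Bmal1*-/- livers was tested with edgeR, in 1 fit of both genotypes with a mean, 16-hour and 24-hour terms for each. It differed in 9 genes at an adjusted p under 0.05: *2300009A05Rik*, *Cela1*, *Fhit*, *Icam1*, *Masp2*, *Pim1*, *Rab34*, *Scnm1* and *Stk40* (adjusted p = 0.0475 for each from edgeR). *Cela1* had a 16-hour fit of 1.73-fold peaking at 9.53 h in *Per1*,*2*-/- and of 1.07-fold in *Bmal1*-/-. *Fhit*, which encodes a diadenosine hydrolase, had 1.71-fold in *Per1*,*2*-/- and 1.12-fold in *Bmal1*-/-. *Icam1*, an adhesion molecule gene, had 1.80-fold peaking at 0.0898 h in *Per1*,*2*-/- and 1.45-fold peaking at 9.77 h in *Bmal1*-/-, and *Pim1*, a serine/threonine kinase gene, 1.84-fold at 15.5 h and 1.26-fold at 7.92 h. Of the 9 genes, 8 were among the 16-hour genes of JTK_CYCLE in *Per1*,*2*-/-, and at an unadjusted p under 0.05 the test passed 1061 genes (13 at an adjusted p under 0.05 by DESeq2). No gene passed without letter A, B or D, 27 did without C, and 0 did among genes kept by the filter of at least 2 counts in at least 0.5 of the libraries. Finding no significant rhythms in *Bmal1*-/- apart from 12 genes, the paper concludes that the 16-hour rhythms emerge in the absence of *Per1/2* and not of *Bmal1*.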

We, therefore, concluded that the observed about 16-hour ultradian rhythms in liver pAKT levels and gene expression specifically emerge in the absence of *Per1/2* and not *Bmal1*.

### Phosphorylation of AKT is not required for circadian clock rhythmicity

Next, we examined the reciprocal relationship, namely, whether phosphorylation of AKT affects the circadian clock’s rhythmicity. Pharmacological inhibition of AKT (either directly by MK-2206 or via upstream inhibition of PI3K by GDC-0941) strongly inhibited AKT phosphorylation (S5A Fig). However, we did not observe any overt effects on the phase or period of circadian reporters; *Per2*:*luciferase* in 3T3-L1 and in tail tip fibroblasts (TTFs) from PER2::LUC mice, and overall, the clock function was unperturbed (Fig 4A and 4B). In agreement with this, the levels of several core clock proteins remained unchanged upon pAKT inhibition, across different drugs, doses, and in opposing administration times (Fig 4C, S5B Fig).

**Fig 4:**
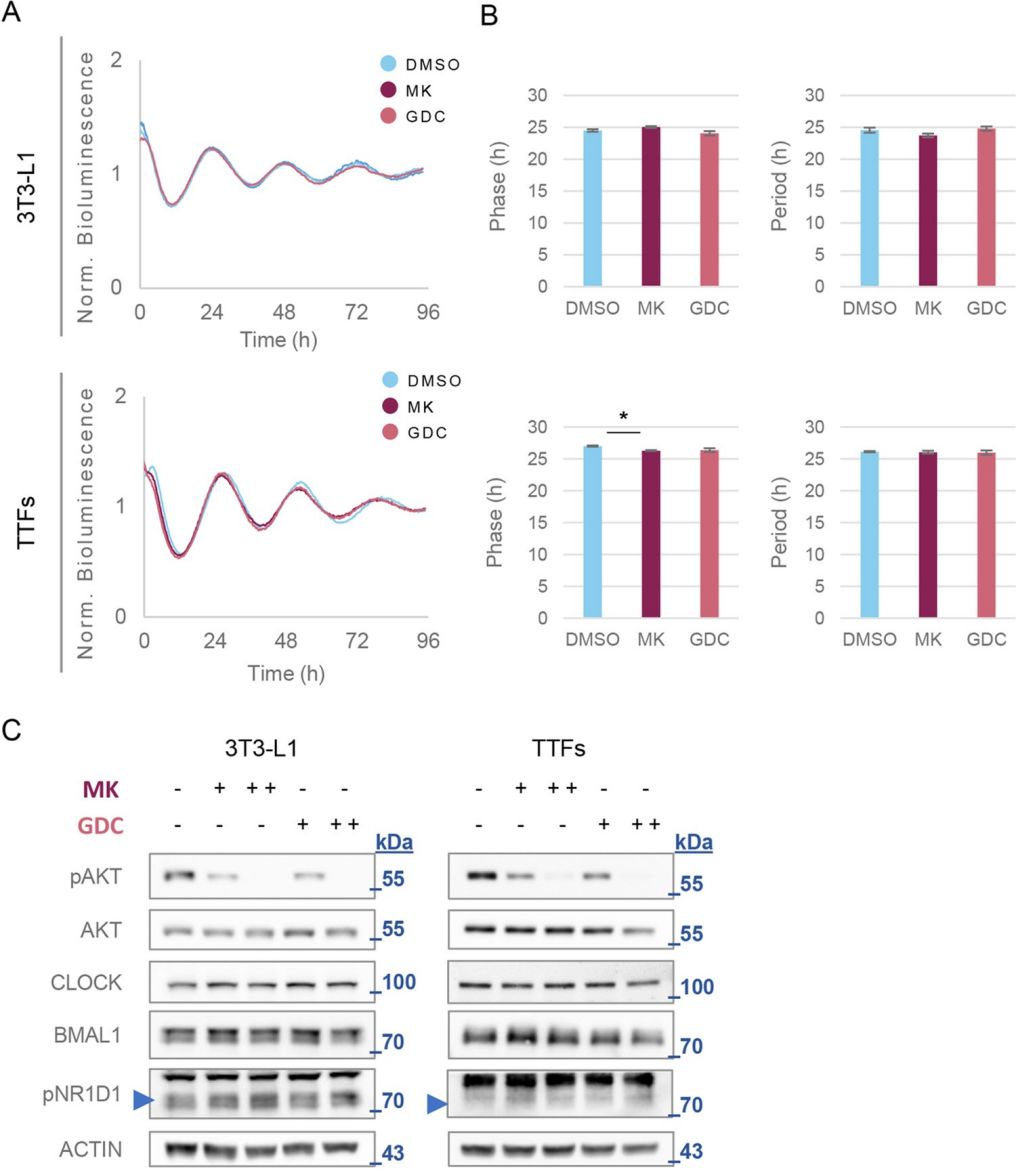
Phosphorylation of AKT is not required for circadian clock rhythmicity. **(A)** Bioluminescence recording from 3T3-L1 stably expressing a *Per2*:*luciferase* reporter (top) and TTFs prepared from PER2::LUC mice (bottom). Cells were treated with 0.2 μM of either MK-2206 (MK), GDC-0491 (GDC), or DMSO control. Data shown as mean of *n* = 3 per condition. **(B)** Analysis of the effect of MK and GDC treatment on the clock phase (as determined by the time of the first peak in A) and period (the time between the first and the second peaks) (mean ± SEM; *p < 0.05, Student *t* test). **(C)** Immunoblot analyses of protein samples from the indicated cells treated with 2 doses of MK or GDC (0.05 and 0.5 μM, + and ++, respectively) for 4 hours prior to sample collection. Arrow marks the position of the specific band. The molecular mass is marked in kDa. Numerical values for panels A and B can be found in S1 Raw Data. kDa, kilodalton; TTF, tail tip fibroblast.

These data show that, at least in cell culture, inhibition of pAKT does not carry a prominent effect on the circadian clock function or the levels of its core proteins.

## Discussion

In this study, we found that the protein kinase AKT exhibits ultradian phosphorylation rhythms in *Per1*,*2*^*−/−*^ mouse livers that are associated with ultradian gene expression. These oscillations are intriguing as they emerge in the absence of rhythmic environmental cues (e.g., light or food intake) or known endogenous mechanisms of rhythmicity (e.g., circadian clock). Notably, these ultradian rhythms were not detected in another clock mutant mouse model, namely *Bmal1*^*−/−*^ mice, suggesting that they are not common to all clock mutant animals and raising the possibility that *Bmal1* might be implicated in these rhythms.

The molecular nature underlying this rhythmicity remains open for investigation, and at this stage, we cannot determine whether AKT is a core component of an alternative oscillator or a rhythmic output of such, nor establish a causal relation between pAKT rhythmicity and rhythmic gene expression. Negative feedback loops are a common design principle underlying oscillatory behavior [24], and in the AKT signaling pathway, at least 2 different negative feedback loops have been identified [6,25]. It is conceivable that members within this complex network, which function under certain constraints [26,27], may generate a feedback loop that drives about 16-hour rhythms. Among others, these may include lipid species such as polyphosphoinositides, primarily PIP3, which facilitate phosphorylation and activation of AKT, or proteins such as mTORC2 and RICTOR, as well as downstream AKT effectors such as phosphorylated S6K, S6, and mTOR [6,25]. Another interesting candidate is GSK3β, a target of AKT, which was recently suggested to function also as a cryptochrome-independent component of a cytosolic oscillator [28]. Furthermore, our bioinformatic analysis hints toward some transcription factor complexes, whose relevant transcripts exhibit about 16-hour rhythmicity. For instance, aside from FOXO, which functions downstream to AKT activation, other transcriptional regulators of metabolism such as PPAR and HNF might be of relevance. Future studies utilizing different AKT mutants, or kinase activity modifiers, might shed light on the molecular mechanisms underlying the ultradian rhythms observed herein. Due to the complex signaling network comprising of multiple components and feedback loops, exploring these options pose a considerable challenge. It is noteworthy that deciphering the circadian core clock machinery was achieved only decades after the groundbreaking discovery of clock mutants that differ in their circadian period length (i.e., the *Drosophila* period gene) [29–31].

If indeed pAKT is a mere output of an alternative oscillator, our finding that inhibition of AKT phosphorylation does not affect the circadian clock should be interpreted cautiously as it does not rule out a possible interaction between the oscillators. Indeed, several studies showed that other components of the PI3K–AKT pathway are implicated in the circadian clock function. Specifically, TOR was shown to affect the clock’s rhythmicity in different models such as *Arabidopsis* [32], flies (together with AKT mutants) [33], and mammals [34,35]. While neither of the pathway’s components seem to be an integral part of the mammalian clock machinery (i.e., not core clock components), they appear to be significant for determination of parameters such as period and amplitude. Furthermore, given that AKT responds to known circadian clock timing cues such as serum and oxygen [36,37], it is tempting to speculate that, while it is not required for sustaining rhythmicity, AKT phosphorylation could play a role in conveying external signals (e.g., nutritional or metabolic cues) to the circadian clock.

Over the past years, evidence from different in vitro models, from red blood cells to clock component–deficient cells, suggest the presence of circadian rhythms in the absence of the canonical clock [38–40]. For instance, it was recently shown that ex vivo liver slices and skin fibroblasts cultivated from *Bmal1* null mice exhibit about 24-hour oscillations based on several omics screens [41]. Overall, evidence point toward the involvement of metabolic cycles, redox cycles, and posttranslational processes, yet the underlying molecular mechanism(s) are largely unknown [24,39,42,43].

It is notable that these works identified about 24-hour rhythms while our study shows shorter rhythms. It appears that the period of pAKT oscillations is significantly shorter than 24 hours in livers of *Per1*,*2*^*−/−*^ mice and is within the range of 16 hours. Period estimation can be achieved through the use of different algorithms for rhythm detection (e.g., JTK_CYCLE and cosinor fitting), yet sampling resolution is critical for determining the exact period. The JTK_CYCLE methodology analyzes rhythmicity only in discrete period lengths along the sampling interval (i.e., in our case, 4-hour intervals). Consequently, it cannot distinguish between 16 hours and, for instance, 17 hours or 15 hours, but indicates that 16 hours is more likely than 12 hours or 20 hours. In addition, analysis of pAKT/AKT levels in *Per1/2* null mice using a cosinor fitting approach showed as well a period of about 16 hours (period estimate of 16.02 with 95% confidence interval of 14.88 to 17.47). It is noteworthy that a previous analysis of pAKT in liver of clock mutant *Cry1*,*2*^*−/−*^ mice showed that pAKT cycles with comparable peak times to our study [8], further supporting our findings.

Interestingly, about 16-hour rhythms in locomotor activity were reported in *Cry1*,*2*^*−/−*^ mice [28] as well as *Per1*,*2*^*−/−*^ animals under specific experimental settings [44], yet we did not detect any rhythmicity in feeding or locomotor activity of *Per1*,*2*^*−/−*^ mice in constant dark. Ultradian rhythms of gene expression were reported in mammals in vivo in harmonics of 24 hours [14]. Specifically, about 12-hour rhythms were shown in relation to endoplasmic reticulum (ER) function and the unfolded protein response [45,46]. Remarkably, these about 12-hour rhythms persisted in *Bmal1* null mice under free-running conditions [45]. The extent of about 12-hour rhythms in our *Bmal1* null mice was much lower, as only few genes showed statistically significant about 12-hour rhythms, which might stem from differences in the methods and cutoffs used for rhythm detection. 

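Some genes of the unfolded protein response and the endoplasmic reticulum, which were described as 12-hour genes, were measured in *Bmal1*-/- livers, and of 26 tested none was called at 12 hours by JTK_CYCLE (0 adjusted over the list alone; 2 at an unadjusted p under 0.05; 0 by harmonic regression). With 12 calls among all 8586 genes, a 0 among 26 does not set this list apart from other genes. The 12 genes called at 12 hours, such as *Car5a* and *Ndrg1*, are not members of that list. From the raw counts, edgeR called 39 genes at 12 hours at an adjusted p under 0.2 and DESeq2 called 145. The edgeR count was 12 without letter A, 0 without B, 108 without C and 1 without D. In WT, JTK_CYCLE called 0 genes at 12 hours at q under 0.2 (542 at an unadjusted p under 0.05; 0 by harmonic regression).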

Finally, ultradian rhythms were reported in other organisms among other yeast [47] and *Neurospora crassa* [48], albeit with a much shorter period, namely about 5 hours and about 7 hours, respectively. These reports, together with our findings, support the presence of a wide range of rhythms that are shorter than 24 hours. Future studies are expected to shed more mechanistic insight and uncover potential biological implications that are related to these ultradian rhythms.

## Materials and methods

### Cell culture and reagents

All cells were cultured at 37°C in a humidified incubator with 5% CO_2_. Experimental procedures were performed in high glucose DMEM (Gibco, USA) containing 100 units/mL penicillin, 100 mg/mL streptomycin, and 10% and 20% FBS for 3T3-L1 and TTFs, respectively. For time course analyses, 2.5 × 10^6^ 3T3-L1 cells were seeded in triplicates in 6-well plates and synchronized with 100 nM dexamethasone [49] after 96 hours as they reached confluency.

TTFs were cultured as previously described [50]. In short, a small piece of tail tip was minced and digested overnight in the cell incubator in DMEM supplemented with 20% FBS, 100 units/mL penicillin, 100 mg/mL streptomycin, Liberase TM Research Grade (60 ug/ml) (Roche, Switzerland), and Amphotericin B solution (1:100) (A2942, Sigma, USA). The following day, cells were washed and further expanded in the same solution (excluding the Liberase). Experiments were performed within the first 5 to 6 weeks from the tail removal, in DMEM supplemented with 20% FBS, 100 units/mL penicillin, and 100 mg/mL streptomycin.

### Protein extraction, SDS-PAGE, and immunoblot

Tissues or cells were snap frozen in liquid nitrogen immediately after dissection or upon collection and stored at −80°C until use. Tissues were homogenized by a Bead-Ruptor 24e (Omni International, USA) in the extraction buffer. Protein samples from drug-treated cells in Fig 4 and S4 Fig were extracted in RIPA buffer (150 mM NaCl, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, 50 mM Tris-Hcl pH 8, and 1 mM dithiothreitol), supplemented with protease inhibitors cocktail 3 (Millipore, USA), phosphatase inhibitor cocktail 3 (Sigma, USA), PMSF (1:200), Vanadate (1:500), and NaF (1:1,000). Protein concentrations were determined using BCA assay kit (Thermo Fisher Scientific).

All samples were heated at 95°C for 5 minutes in Laemmli sample buffer and analyzed by SDS-PAGE and immunoblot according to standard procedures.

Following the transfer, stage membranes were sliced according to molecular mass to enable blotting of several antibodies on the same run.

The following antibodies were used: Cell Signaling: AKT (PAN) (#2920), pAKT S473 (#4060), and pNR1D1 (#2129); Sigma: ACTIN (A3853) and TUBULIN (T9026); and custom made: BMAL1, CLOCK, and PER2 [51].

For the time course experiments in Fig 1, the samples from circadian times (CTs) 39 to 45 were run twice on 2 separate gels to enable normalization between same antibodies on different blots and quantification of the entire series as one sequence (see next section). Complete immunoblots are found in S1 Raw Images.

### Immunoblot quantification and rhythmicity analysis

Quantifications of band intensity were done using Fiji software [52]. Each blot was background subtracted using 3 locations in a signal-free area of the membrane. Next, band quantifications were normalized to the blot’s average. When relevant, each blot was normalized to its own CTs 39 to 45 average, and for rhythmicity analysis and presentation, we used CTs 39 to 45 of the first day, which were virtually identical between the 2 days following the normalization.

Rhythmicity was assessed using JTK_CYCLE (“MetaCycle” R package) [53], with default settings. Analyses were performed for each period length separately. To compare between technical replicates, each sequence was normalized to its own maximum value.

In addition, to validate the ultradian rhythmicity of pAKT in *Per1*,*2*^*−/−*^ mice, we used nonlinear least square approach, as implemented in the R function nls(), fitting the quantification data with a 4-parameter model of the form

Y = Mag + Amp*cos((t + Phase)*2*pi/Period), where Mag is the oscillation magnitude, Amp is the oscillation amplitude, and t is the time in hours. We used the following additional settings:

start = list(Mag = 0,Amp = 1,Period = 24,Phase = 0),

lower = list(Mag = 0,Amp = 0, Period = 12,Phase = -20),

upper = list(Period = 40,Phase = 20), algorithm = "port")

The 95% confidence intervals for the period was retrieved.

### Cell density measurements

Cell density was measured using an automated cell counter (Bio-Rad, USA). Cells were resuspended in 1ml Trypsin and stained with Trypan blue, according to the manufacturer’s instructions. Doubling time was calculated from the exponential fit.

### Flow cytometry

At the indicated times, cells were washed in PBS, resuspended with trypsin A, washed again, and fixed using ice-cold 70% ethanol. Staining was done for all samples simultaneously using a PBS solution with freshly diluted RNAse (50 ug/ml) and propidium iodide (25 ug/ml). For each time point, *n* = 3 were collected separately and of each plate 10,000 to 30,000 cells were measured. Gating of the cell cycle phases was determined manually and collectively for all time points, based on the staining values (intensity of the cells in G2/M as approximately twice as bright as cells in G1, S-phase cells within this range).

### Pharmacological treatments

Drugs used were Mitomycin C (M4287, Sigma, USA), MK-2066 (AdooQ), and GDC-0941 (Cayman), according to the manufacturer’s instructions, in a DMSO background which served as control. Information regarding concentrations is specified in the figure legends.

### Animals

Three months old male of the following backgrounds were used: C57BL/6 wild-type mice, *Per1*,*2*^*−/−*^ [12], and *Bmal1*^*−/−*^ mice (Jackson Laboratory, USA, B6.129-Arntl^tm1Bra^/J) [23]. TTFs for bioluminescence recordings were obtained from PER2::LUC mice [54]. Animals were housed in an SPF animal facility, at ambient temperature of about 22°C, under a 12-hour light–dark regimen and fed ad libitum. Experiments in constant dark were performed following a minimum of 14 days 12-hour light–dark regimen. ZT0 corresponded to the time lights were turned on, and ZT12 to the time lights were turned off in the animal facility. Animals were euthanized with CO_2_.

All animal experiments and procedures were conducted in conformity with and approval of the Weizmann Institute Animal Care and Use Committee (IACUC) guidelines, working within the anti-cruelty law (experiments on animals) of 1994 as stated by the Ministry of Health of the Israeli Parliament. Experiments were done in accordance with these specific applications: 05730621–1 (*Per1*,*2*^*−/−*^ mice), 08081021–1 (*Bmal1*^*−/−*^ mice), and 12340319–2 (PER2::LUC mice).

### RNA extraction

Tissues were snap frozen in liquid nitrogen immediately after dissection and stored at −80°C until used. For RNA extraction, the tissues were soaked in TRI-reagent (Sigma) and were homogenized in Bead Ruptor24e (Omni International, USA) with stainless steel beads and then proceeded by a standard TRI reagent–based RNA extraction protocol. RNA concentration was determined using NanoDrop2000 Spectrophotometer (Thermo Fisher Scientific, USA). RNA quality was validated using 2200 TapeStation (Agilent, USA).

### MARS-seq library preparation, sequencing, and processing

RNA-seq was performed as by MARS-seq as described in [55]. The bulk MARS-seq libraries were sequenced with high-output 75-bp kits (FC-404-2005, Illumina, USA) on NextSeq 500/550 Illumina sequencer.

Processing of raw sequencing data into read counts was performed via the User-friendly Transcriptome Analysis Pipeline (UTAP) [56]. Reads were trimmed using cutadapt [57] and mapped to genome (/shareDB/iGenomes/Mus_musculus/UCSC/mm10/Sequence/STAR_index) using STAR [58] (default parameters). The pipeline quantifies genes annotated in RefSeq (that have expanded with 1,000 bases toward 5′ edge and 100 bases toward 3′ bases). Counting (UMI counts) was done using HTSeq-count in union mode [59]. Count normalization was performed using DESeq2 [60] with the following parameters: betaPrior = True, cooksCutoff = FALSE, and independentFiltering = FALSE.

RNA-seq data are available from the GEO database (accession number GSE171975). All other data that support the findings of this study are available from the corresponding author upon request.

### RNA-seq statistical analysis

Genes with null reads in any of the samples were filtered out. Following this, only genes detected in both wild-type and *Per1*,*2*^*−/−*^ datasets were retained. Rhythmicity was assessed using JTK_CYCLE (“MetaCycle” R package) [53], RAIN (“rain” R package, adjp.method = "BH"), [17] and harmonic regression test (“HarmonicRegression” R package) [16], with default settings. Analyses were performed for each period length separately. Amplitudes were calculated as fold change between maximum and minimum values of the cosine fit as produced by harmonic regression. Rhythmicity analyses results for *Per1*,*2*^*−/−*^ can be found in S1 Table.

GO cellular component enrichment tests were performed using the ClusterProfiler R package [61]. Gene lists were first converted from SYMBOL to EntrezID. Overrepresentation of GO terms [62,63] was tested with default settings.

Transcription factor analysis was done based on (a) ChEA dataset [18] (ChEA_2016.csv as retrieved from https://amp.pharm.mssm.edu/Enrichr/#stats) using mouse datasets exclusively; and (b) MSigDB C3:TFT collection [22]. Conversion to human data was converted from mouse to human using biomaRt [64,65]. “Upstream regulators” analysis was performed using the Ingenuity Pathway Analysis (IPA) software (Qiagen, Germany) with default settings. Enrichment tests results can be found in S2 Table.

Analyses for *Bmal1*^*−/−*^ mice were done as described above, and wild-type samples were reanalyzed together with these samples for presentation in S4 Fig. Rhythmicity analyses results can be found in S3 Table.

### Bioluminescence recording

Cells used were TTFs from PER2::LUC mice [54] and 3T3-L1 expressing a *Per2*:*luciferase* reporter [66]. Cells were grown in a 3.5-cm culture dish with 3 ml of culture buffer, supplemented with 100 nM D-Luciferin (Promega, USA), and bioluminescence was recorded continuously for at least 4 consecutive days with LumiCycle32 recorder (Actimetrics, USA). Bioluminescence data were extracted using the LumiCycle Analysis software (Actimetrics, USA). Subsequent analyses were performed using MATLAB (MathWorks, USA). The data were detrended by normalizing it to a 48 hours moving average trend. Peaks in the data were detected by smoothing the data with a 2-hour moving average and then applying the MATLAB “findpeaks” function with a minimal peak width of 200 minutes. The first peak was considered as the phase marker, and the period was calculated as the delta between that peak and the following one.

### Statistics

All the statistical analysis was performed by either Excel, R 3.5.1, or MATLAB R2017b. Specific information on sample sizes, statistical significance, and variance measures is provided in the relevant figure legends.

## Supporting information

S1 Fig Cell cycle analysis. **(A)** Time course analysis of cell density. DT was calculated from the exponential growth slope (gray line). Shown are 2 biological replicates for each time point. **(B)** Cell cycle analysis using flow cytometry. Propidium iodide stain was used to determine the fraction of cells in G0/G1, S, and G2/M phases. Mean ± SEM, *n* = 3 biological replicates. Numerical values can be found in S1 Raw Data. DT, doubling time.
(TIF)

S2 Fig Feeding behavior analysis of WT and *Per1*,*2*^*−/−*^ mice. Reanalysis of data from Adamovich and colleagues (2019): WT or *Per1*,*2*^*−/−*^ mice were housed in metabolic cages in constant dark fed ad libitum, and their food consumption was continuously monitored. **(A)** Data are presented as moving average of a 4-hour window, with 4 mice (m, numbered 1 to 4) per condition. CT0 = the beginning of the respective light phase. **(B)** Periodogram of food consumption within a 4-hour window (JTK_CYCLE test). Numerical values can be found in S1 Raw Data. WT, wild-type.
(TIF)

S3 Fig *Per1*,*2*^*−/−*^ mice liver gene expression cycles with ultradian periodicity under free-running conditions. Periodograms of the transcriptome in WT or *Per1*,*2*^*−/−*^ mice with **(A)** different filtration method; here, only genes with at least 2 reads in at least half of the samples in each condition were included with q values below 0.2; **(B)** different significance cutoffs, as indicated. q values are based on JTK_CYCLE analysis (“BH.Q”); and **(C)** based on additional rhythmicity tests: harmonic regression and RAIN (“qvals” and “pVal”, respectively). **(D)** Venn diagrams representing the overlap between 16-hour rhythmic genes in *Per1*,*2*^*−/−*^ mice, according to JTK_CYCLE (JTK), RAIN, and harmonic regression (HR). **(E)** Amplitude distribution among the 2 genotypes. Amplitude was calculated as fold change between maximum and minimum values of the cosine fit as produced by harmonic regression. See also S1 and S2 Tables. WT, wild-type.
(TIF)

S4 Fig Liver protein levels and gene expression in *Bmal1*^*−/−*^ mice under free-running conditions. **(A)** Immunoblot analyses of the indicated proteins in liver protein extracts of *Bmal1*^*−/−*^ mice, housed in constant dark. **(B)** Intensity quantification of pAKT/AKT. Values were normalized to the maximum for each blot (mean ± SEM, *n* = 3 to 4 mice per time point). **(C)** Periodogram derived from B (q < 0.2, JTK_CYCLE analysis). **(D)** Periodograms of the transcriptome in *Bmal1*^*−/−*^ mice (q < 0.2, JTK_CYCLE analysis). **(E)** Heatmap of expression profiles of genes that were rhythmic in WT with a 24-hour period and their corresponding profiles in *Per1*,*2*^*−/−*^ mice. Data are presented as z-scores of the average expression in each CT. **(F)** Heatmap of expression profiles of the rhythmic genes in *Bmal1*^*−/−*^ mice with a 12-hour period (q < 0.2, JTK_CYCLE analysis), and their corresponding profiles in WT. Data are presented as z-scores of the average expression in each CT. CT0 = the beginning of the respective light phase. The molecular mass is marked in kDa. Numerical values for panels A and B can be found in S1 Raw Data. See also S3 Table. Arrows indicate the expected position of BMAL1 and pNR1D1. kDa, kilodalton; WT, wild-type.
(TIF)

S5 Fig Inhibition of pAKT does not affect clock protein levels. **(A)** Immunoblot analyses of protein samples from the indicated cells treated with 0.2 μM of either MK-2206 (MK), GDC-0491 (GDC), or DMSO control for 24 hours prior to collection. **(B)** Immunoblot analyses of protein samples from the indicated cells treated with 2 concentrations of MK or GDC (0.05 and 0.5μM, + and ++, respectively) for 16 hours prior to sample collection (the opposing time from the results presented in Fig 4C). Arrow marks the position of the specific band. The molecular mass is marked in kDa. kDa, kilodalton.
(TIF)

S1 Raw Images The file contains original complete immunoblots with marker overlay. Following the transfer stage membranes were sliced according to the molecular mass to enable, as much as possible, blotting of several antibodies on the same run. The experimental samples, loading order, and molecular mass markers are indicated.
(PDF)

S1 Table Transcriptomics rhythmicity analyses for WT and *Per1*,*2*^*−/−*^ mouse livers. The file contains 3 tabs **(A–C)**. Output files from JTK_CYCLE (A), harmonic regression (B), and RAIN (C) analyses. Tab B includes the Calculated Amplitude of each gene (calculated as fold change between maximum and minimum values of the cosine fit, as produced by this algorithm). See details in Methods section. WT, wild-type.
(XLSX)

S2 Table Transcriptomics enrichment analyses for *Per1*,*2*^*−/−*^ mouse livers. The file contains 4 tabs **(A–D)**. Enrichment tests presented are the supporting tables for Fig 3G and 3I: Mouse ChEA dataset (A), MSigDB C3:TFT collection (B), and GO cellular component (C). The rows in tab C correspond to datasets, transcription factors, or terms significantly enriched in the *Per1*,*2*^*−/−*^ liver transcriptomics. “GeneRatio”—the pathway members out of the experimental group; “BgRatio”—the total pathway size out of the reference genome size; “pvalue”—the overrepresentation test p-value; “qvalue”—the FDR of the p-value; “geneID”—the pathway members present in the experimental group; “Count”—the number of pathway members present in the experimental group. In addition, we included ingenuity upstream regulators analysis (D). Rows correspond to predicted upstream regulators in each category. “p-value of overlap”—the overrepresentation test p-value; “Molecule Type”—the type of upstream molecule (e.g., transcriptional regulator, receptor, etc.); “Target molecules in dataset”—the least of targets included in the gene category.
(XLSX)

S3 Table Transcriptomics rhythmicity analysis for WT and *Bmal1*^*−/−*^ mouse livers. The file contains output from JTK_CYCLE. WT, wild-type.
(XLSX)

S1 Raw Data Numerical data for graphs in figures. Each spreadsheet contains numerical data of figure panels as indicated.
(XLSX)

## Abbreviations

CT: circadian time
ER: endoplasmic reticulum
IACUC: Institute Animal Care and Use Committee
IPA: Ingenuity Pathway Analysis
PI: phosphatidylinositol
RNA-seq: RNA sequencing
TTF: tail tip fibroblast
UTAP: User-friendly Transcriptome Analysis Pipeline

How the deposited data were processed for this re-analysis (not part of the article)

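Liver RNA of 140 samples was measured by bulk MARS-seq, 48 of WT, 46 of *Per1*,*2*-/- and 46 of *Bmal1*-/- mice, at 12 time points 4 hours apart over 48 hours in constant dark. Each time point held 4 samples, and 3 at CT8 and CT20 of *Per1*,*2*-/- and at CT16 and CT20 of *Bmal1*-/-. Samples were grouped by genotype and time point as their labels give them. The letters A to D of the samples were used to leave out samples in turn and did not pair samples of different time points.

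By the submitters' processing notes, the authors trimmed reads with cutadapt, mapped them with STAR to mm10, counted unique molecules per RefSeq gene with HTSeq-count and normalized with DESeq2. For WT and *Per1*,*2*-/- the authors deposited raw counts and normalized counts, and for *Bmal1*-/- raw counts. The deposited normalized signal is thus a molecule count per gene scaled by the authors with DESeq2. The deposited normalized counts equal the raw counts divided by 1 size factor per library, the median of ratios (largest relative difference 1.55e-15). The *Bmal1*-/- counts were normalized here by the same formula.

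The analysis here used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. JTK_CYCLE was written anew with its exact null distribution, 1 period length at a time and Bonferroni adjustment over the phases of that period. Its p-values lay within 4.96e-07 of those in the first 1999 of the 111096 rows of the paper's S1 Table and the first 1999 of the 103032 rows of its S3 Table, which hold WT at 12 hours. Of the 1999 lags in each, 1491 and 1484 equal those computed here, and in S1 Table 1272 of the 1307 with an adjusted p under 1 and 123 of the 123 with p under 0.05 do. Genes were tested with at least 1 count in every library of WT and *Per1*,*2*-/- (9258 genes), or of WT and *Bmal1*-/- (8586 genes). Benjamini-Hochberg values over the genes tested were called under 0.2 for rhythms, the study's threshold, and under 0.05 for differences between genotypes. Harmonic regression fitted a mean, a cosine and a sine to normalized counts, and gave folds and peaks. For raw counts, edgeR's quasi-likelihood F-test with TMM normalization was used, with DESeq2's likelihood ratio test beside it. Differences between genotypes were tested in 1 fit with a mean and 24- and 16-hour terms per genotype. Gene lists were tested by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 44 of 48 lists that held a tested gene, 3 of them made from the study's own calls. No 2 libraries of 1 genotype and time point were duplicates (lowest chi-square per degree of freedom 3.18), and other pairs were not compared. Power was tested on simulated data, with 50 genes for each fold added to the spread of these libraries.

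The tests, thresholds, gene lists, alternatives and the rule for named genes were fixed before the data were examined, apart from those named as added. The text names every gene the paper names for its liver RNA-seq, whose published values had been seen, and the 10 genes with the largest amplitude that stayed called without each letter. It also names every gene of a called set of 12 or fewer, and up to 4 called members with the smallest q of each list described, a few of which are not reported here. Alternatives were stricter thresholds, a filter of at least 2 counts in at least 0.5 of the libraries, TMM-scaled CPM, harmonic regression, each letter or time point left out, letters as a block, means per time point, and a linear trend removed. Tied times in the JTK_CYCLE reference, the trend combined with ties or with harmonic regression, the trend removed for the mitochondrial lists, and the test of 24-hour differences were added after the data were seen.

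RAIN and the ChEA, MSigDB and GO enrichments were not run here. Immunoblots and cell culture recordings were not analysed here.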

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

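The orders of time points and free shuffles for the 16-hour count were chosen only after the result was seen. So was the use of the 16-hour difference from WT to weigh that count, though the edgeR test of that difference was planned. The tests of a linear trend on its own, with its orders, and the trend term in the cosine fit were also chosen after it. The same holds for tied times, the mitochondrial list tests with the trend removed and the test of 24-hour differences.

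Among 63 groups of 4 samples tested, 4 held a sample far from the others, and chance gives about 1 in 20 groups. The total count of 1 *Per1*,*2*-/- sample at CT12 was 4057141 (others 3522512 to 3607626). *Elovl3* in WT at CT24 was 3052 in 1 sample (others 2385 to 2499), *Rad51b* in *Per1*,*2*-/- at CT40 was 37.6 (others 59.0 to 61.4) and *Cbr1* in *Per1*,*2*-/- at CT32 was 3353 (others 748 to 987).

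A test of the difference between genotypes by edgeR found 4 genes whose 16-hour rhythm differed between *Per1*,*2*-/- and WT, *Ly6d* and *Samd4b* (adjusted p = 0.0151) and *Scnm1* and *Upp2* (adjusted p = 0.0257). It found 9 between *Per1*,*2*-/- and *Bmal1*-/-, *2300009A05Rik*, *Cela1*, *Fhit*, *Icam1*, *Masp2*, *Pim1*, *Rab34*, *Scnm1* and *Stk40* (adjusted p = 0.0475 by edgeR for each), and 2506 genes whose 24-hour rhythm differed between *Per1*,*2*-/- and WT. Of 30 assignments of the genotype labels within time points, the real one included, 1 gave as many genes in each case, with 3 as the highest of the others for the 2506, a wide margin. For the 4 genes the highest of the others was 3 and for the 9 it was 1, a margin of few genes. Shuffled labels mix genotypes whose levels differ, which can widen the spread and lower the shuffled counts in every case. The shuffles alone therefore do not exclude chance assignment. The 4 became 0 without any 1 letter and the 9 became 0 to 27, so the 4 and the 9 are weakly supported.

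The first pattern weighed is the count of 438 genes at 16 hours in *Per1*,*2*-/-, which the ranks JTK_CYCLE gives to times 1 period apart (343 genes called with ties counted) and library size (318 called by harmonic regression with it as a term) do not account for, nor does a straight line alone, whose p at 16 hours of 0.334 lies above the highest p of a called gene, 0.00937. Chance order of the time points cannot be excluded, since 27 of 100 orders called at least 438 genes and the highest of the others 2444, which points to a structure of the samples (24 of 60 orders by edgeR, with 539 in the real order and 2541 in the highest other). These orders also scatter the linear trend of 3957 genes into other periods, 16 hours included, which can raise their counts. None were run with the trend removed, so they cannot decide whether the real order matters. When samples were shuffled freely over the time points, the highest of 100 draws called 57 genes. Chance differences between time points are thus excluded only if the samples of 1 time point are independent, which is not known for this RNA-seq. Technical differences shared by the samples of 1 time point stay open, and so does the order of the time points. With a linear trend removed 88 of the 438 were called again, few enough to meet the prediction set beforehand for a trend as the cause. The median fold of all 438 genes was 1.25 (quartiles 1.19 to 1.40) with a trend term against 1.3 (1.23 to 1.46) without. A line sampled so shares 10.2% of its variance with a 16-hour cosine, so its removal also takes part of a rhythm. How much a trend contributes thus stays open. So does the contribution of co-variation between samples regardless of time, with correlations higher by 0.128 within than between the 2 groups of peaks. A rhythm specific to loss of *Per1* and *Per2* cannot be told apart from these, since 3 of the 438 genes differed from WT in a test with little power at these folds in simulated data.

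The 19 mitochondrial genes called together in *Per1*,*2*-/- are the second pattern. Of 100 orders of the time points 26 called as many (highest other 85), so chance order cannot be excluded. These orders too scatter the trend of the list members, of which 101 of 143 rose and 1 fell. Co-variation between samples is a candidate explanation, with a mean correlation of 0.137 within time points against 0.0521 at the 95th percentile of random lists. Transcript length or level is another, since 9.02% of genes matched for both were called, against 13.3% of the 143 mitochondrial genes tested. Of all genes 4.73% were called. The match did not separate length from level, so it cannot show whether short transcripts alone raise the share. A linear trend cannot be told apart from a rhythm here, as 8 of the 19 were called again without it, with 5 of 77 genes of the electron transport chain and ATP synthase (p = 0.00136) and 3 of 66 of the mitochondrial ribosome (p = 0.0334) then called by Fisher's exact test, and the design names no further biological explanation that was tested.

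The linear trend in *Per1*,*2*-/-, 3957 genes, is the third pattern, and chance order can be excluded, with 1 of 100 orders calling as many and 2496 in the highest other. No technical or biological explanation for it was tested.

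For other counts, the 4497 24-hour genes of WT were reached by 1 of 100 orders (highest other 3615), so chance order can be excluded. The 8 24-hour genes of *Per1*,*2*-/- were reached by 49 (highest other 1788) and the 12 12-hour genes of *Bmal1*-/- by 9 (highest other 123), so it cannot be for these. For levels, 1 of 30 assignments gave as many genes as the 6381 between *Per1*,*2*-/- and WT (highest other 4) and the 6533 between *Bmal1*-/- and WT (highest other 2).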

How the results depend on the processing

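Tied times, the trend with ties, harmonic regression with a trend term, the trend removed for the mitochondrial lists and 24-hour differences were tests chosen only after the result was seen. Of the JTK_CYCLE counts, that of 24-hour genes in WT stayed within 1.5 times of 4497 in 25 of 26 alternatives (2699 over means per time point), whereas that of 16-hour genes in *Per1*,*2*-/- stayed within 1.5 times of 438 in 9 of 28. The 16-hour count in *Per1*,*2*-/- was 133 at q under 0.1, 67 at q under 0.05, 29 to 174 without 1 letter, 0 over means, 99 with the trend removed, 56 with ties and the trend removed and 105 by harmonic regression with a trend term. It was 84 without CT0, 163 without CT4, 852 without CT8, 685 without CT12, 288 without CT20, 133 without CT24, 1107 without CT32, 119 without CT40 and 669 without CT44, and within 1.5 times at 366 without CT16, 464 without CT28 and 468 without CT36. The 5 16-hour genes of WT became 2 at q under 0.05, 0 to 6 without 1 letter, 20 with letters as a block and 0 over means. The 8 24-hour genes of *Per1*,*2*-/- became 3 at q under 0.05, 27 by harmonic regression, 0 to 11 without 1 letter, 24 with the block, 0 over means and 15 with ties. In *Bmal1*-/-, the 12 12-hour genes became 0 at q under 0.1, 0 at q under 0.05, 4 by harmonic regression, 0 to 21 without 1 letter, 507 with the block, 0 over means and 5 with ties. The 1 16-hour gene became 0 at q under 0.1 and 0.05, with the other filter, by harmonic regression, over means, with ties and without CT0, CT4, CT8, CT12, CT24, CT36 or CT44, and 6 without CT20, 7 without CT28 and 0 to 16 without 1 letter; the period with the most genes in harmonic regression gave 11. The 1 24-hour gene became 0 under each of q under 0.1 and 0.05, the other filter, harmonic regression, the block, means and ties, and 0 to 1 without 1 letter. The overlap of 52.7% did not pass Fisher's exact test (p = 0.0779), and passed it at q under 0.05 (47.8%), with the other filter (49.3%) and with the block (55.6%). It did not pass at q under 0.1 (p = 0.287), by TMM (p = 0.284), by harmonic regression (p = 0.864), with ties (p = 0.099) or without any 1 letter (Fisher's exact p = 0.0568 to 0.566), and over means no gene was left to share. Of mitochondrial ribosomal genes, 7 became 3 at q under 0.1, 1 at q under 0.05, 6 by TMM, 1 to 3 without 1 letter and 0 over means, and of electron transport chain and ATP synthase genes 12 became 0 to 8 and 0. By edgeR, at an adjusted p under 0.05 the 16-hour genes of WT went from 8 to 0 (DESeq2 33; letters 0 to 34), the 24-hour genes of *Per1*,*2*-/- from 179 to 15 (342; 10 to 127), its 16-hour genes from 539 to 5 (letters 3 to 630), and the 12-hour genes of *Bmal1*-/- from 39 to 2 (145; 0 to 108; other filter 24; block 23). Its 16-hour genes went from 4 to 0 (7; 1 to 6; block 2), and its 24-hour genes from 3 to 5 with the other filter, 0 with the block and 0 to 4 without 1 letter. Differences of the 16-hour rhythm went from 4 to 61 at an adjusted p under 0.2, 0 without any 1 letter, 2 with the block and 13 by DESeq2 against WT, and from 9 to 118, 0 to 27, 0 with the block and 0 with the other filter against *Bmal1*-/-; differences of the 24-hour rhythm went from 2506 to 4300 at an adjusted p under 0.2. The levels and median folds kept their side in every alternative run (5922 to 7069 and 6169 to 7590 genes; folds 1.3 to 1.45 in *Per1*,*2*-/- and 1.36 to 1.47 in WT). Of 132 named results that were called, 121 stayed called with the other filter, 130 by TMM, 90 by harmonic regression, 126 with the block, 20 over means, 26 without each letter and 36 without each time point. Samples of 1 letter did not correlate across time points (mean correlation 0.0209 in WT, 0.00575 in *Per1*,*2*-/- and 0.0168 in *Bmal1*-/-). A stricter threshold leaves fewer calls by its construction, while leaving samples out gave fewer calls or more, and the cause was not tested. Means per time point hold few distinct phases of a 12- or 16-hour cycle, and their power was not simulated. A count of 0 over means thus decides little at these periods. In the simulated data, folds under 1.5 were often missed. There 200 genes were given a rhythm and the spread held real changes over time, so the real data may miss fewer.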

Differences from the paper's values

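No value differs by over 1.5 times from one that the paper states in its text. The paper's share of transcripts with a 24-hour rhythm in WT is about 40%, and 48.6% of the 9258 genes past the filter were called here, at the same threshold, which is 4497 of the 11727 genes in the WT table. In *Bmal1*-/-, JTK_CYCLE at q under 0.2 called *Scaf8* at 16 hours (q = 0.199) and *Rps6kc1* at 24 hours (q = 0.178), where the paper reports no rhythms beyond its 12-hour genes; by harmonic regression neither was called. In Fig 3D the genes rhythmic in WT alone number about 4400, read by eye, and 4266 here, while the 438, 231 and 207 genes of the other parts match.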

Other observations

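The linear trends and the list tests on them were chosen only after the result was seen, and so were the genes named here. In *Per1*,*2*-/-, all 20 genes of fatty acid synthesis tested rose over the 48 hours (20 adjusted over the list alone), with a median log2 change of 1.33 over 44 hours and an adjusted Fisher's exact p of 1.2e-06. *Thrsp* changed by 3.49, *Scd1* by 2.97, *Fasn* by 2.77, *Elovl6* by 2.00, *Acly* by 1.85 and *Srebf1* by 1.11; in WT 0 of the 20 rose and 2 fell. Of 24 genes of the urea cycle and amino acid breakdown 22 rose (23 adjusted over the list alone; median log2 0.51), such as *Bhmt* (1.70) and *Hgd* (0.94), and of 10 male-biased genes 9 did (9 adjusted over the list alone; median log2 1.44), such as *Elovl3* (3.04) and *Hsd3b5* (2.59). Of 73 cytosolic ribosomal protein genes 44 fell and 2 rose (51 and 3 adjusted over the list alone), and of 7 stellate cell markers 6 fell (6 adjusted over the list alone), such as *Dcn* (log2 -1.41). In all, 3957 of 9258 genes had a trend in *Per1*,*2*-/- (2022 rising, 1935 falling), 776 in WT and 1 in *Bmal1*-/-. The difference of trend between genotypes was not tested.

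Of the genes tested, 4765 in WT, 2959 in *Per1*,*2*-/- and 22 in *Bmal1*-/- differed between time points in a one-way test at q under 0.2. Levels over all time points differed by edgeR at an adjusted p under 0.05 between *Per1*,*2*-/- and WT in 6381 genes (3269 higher, 3112 lower). Between *Bmal1*-/- and WT they differed in 6533 (3210 higher, 3323 lower). Each genotype stood in a count table of its own, so genotype cannot be told apart from technical differences between tables. No cause of these level differences was tested.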
